# Ribosome Profiling and RNA Sequencing Reveal Genome-Wide Cellular Translation and Transcription Regulation Under Osmotic Stress in *Lactobacillus rhamnosus* ATCC 53103

**DOI:** 10.3389/fmicb.2021.781454

**Published:** 2021-11-25

**Authors:** Xuejing Fan, Tianyu Bao, Huaxi Yi, Zongcai Zhang, Kenan Zhang, Xin Liu, Xue Lin, Zhen Zhang, Zhen Feng

**Keywords:** *L. rhamnosus*, ribosome profiling, osmotic stress, translation regulation, translation efficiency

## Abstract

To determine whether osmotic pressure affects the translation efficiency of *Lactobacillus rhamnosus*, the ribosome profiling assay was performed to analyze the changes in translation efficiency in *L*. *rhamnosus* ATCC 53103. Under osmotic stress, differentially expressed genes (DEGs) involved in fatty acid biosynthesis and metabolism, ribosome, and purine metabolism pathways were co-regulated with consistent expression direction at translation and transcription levels. DEGs involved in the biosynthesis of phenylalanine, tyrosine, and tryptophan, and the phosphotransferase system pathways also were co-regulated at translation and transcription levels, while they showed opposite expression direction at two levels. Moreover, DEGs involved in the two-component system, amino acid metabolism, and pyruvate metabolism pathways were only regulated at the transcription level. And DEGs involved in fructose and mannose metabolism were only regulated at the translation level. The translation efficiency of DEGs involved in the biosynthesis of amino acids was downregulated while in quorum sensing and PTS pathways was upregulated. In addition, the ribosome footprints accumulated in open reading frame regions resulted in impaired translation initiation and elongation under osmotic stress. In summary, *L. rhamnosus* ATCC 53103 could respond to osmotic stress by translation regulation and control the balance between survival and growth of cells by transcription and translation.

## Introduction

*Lactobacillus rhamnosus* Gorbach Goldin (LGG) as a probiotic strain and starter culture strain has been widely used in various types of fermented and functional food production. Furthermore, it also plays an important role in modern biotechnological fermentation processes (Moayyedi et al., 2018). The benefits of LGG were primarily in gastrointestinal health and immune function, including adaptation to the human intestinal environment and reproduction, prevention of colonization by pernicious organisms, regulation of human intestinal flora, prevention of diarrhea, relief of lactose intolerance, and improvement of intestinal function (Sun et al., 2019; Chandrasekharan et al., 2020; Song et al., 2020). Environmental stress is one of the greatest challenges to the production and enrichment of probiotic strains and starter culture strains, especially osmotic stress (Muruzovic et al., 2018). Osmotic stress appears with the accumulation of metabolites and continuous addition of sodium hydroxide neutralizing agent into the medium during high density culture of strains (Tian et al., 2014). Osmotic stress results in the water movement from inside the cell to the outside, changes in the cell volume intracellular solute concentration, dehydration of cells, and affects cell growth rate and metabolic activities (Lin et al., 2017; Tian et al., 2018). Osmotic stress influences the growth and robustness of probiotic strains and starter culture strains. Therefore, a clear understanding of how LGG responds to osmotic stress at the molecular level is crucial to improve the survival and growth of probiotic and starter culture strains in the fermentation process.

Many osmotic adaptation sophisticated mechanisms have been revealed at molecular and physiological levels in lactic acid bacteria (LAB). A series of anti-osmotic components, molecular chaperone proteins, genes acting as regulatory factors and sigma factors and transport proteins have been found to improve the osmotic adaptation of LAB. GroE-DnaK-DnaJ has a σ^A^ sigma factor promoter, which could bind the HrcA repressor to improve the adaptation of LAB under osmotic stress. F_0_F_1_-ATPase and K^+^-ATPase involve in response to the osmotic stress in LAB. Arginine, ornithine, arginine, and lysine also involve in the regulation of osmotic stress by the arginine deiminase pathway in LAB (Bucka-Kolendo and Sokolowska, 2017). Previous researches were focused on the expression regulations of genes at transcription level and the proteins (Palomino et al., 2016; Lv et al., 2017). The regulation of protein expression levels is vital for LAB in response to osmotic stress, since most cellular processes are catalyzed by proteins. Hence, regulation of gene expression at the translation level from the mRNA pool in response to osmotic stress are indeed valuable. At present, regulation of gene expression at the translation level is not fully understood in the adaptation to osmotic stress during the fermentation of LAB.

Translation from mRNA to protein depends on cellular factors and temporally coordinated transient interactions between tRNA and the ribosome, a two-subunit protein and RNA complex that orchestrates protein synthesis in the cell (Shcherbik and Pestov, 2019). Changes in gene expression levels of specific mRNA depend on the composition of the actively translating ribosome (Genuth and Barna, 2018). Translation efficiency (TE) is the metric of ribosome quality (Brandman et al., 2012). Stresses can trigger both translation initiation and elongation through different mechanisms (Wek, 2018). Ribosome profiling focuses on measuring ribosome occupancy, delineating translation regions precisely, revealing the genome’s full coding potential, and the regulation of genes expression at translation and transcription levels (Ingolia, 2016). It provides a quantitative, high-resolution translation profile, identifies previously unknown translation events through evaluating TE, and describes the specific features of translation-elongation (Lei et al., 2015). Using ribosome profiling, the reduction of 21 nt mRNA fragments (RPFs) and the formation or translocation of peptide were the major factors in the translation rate-limiting step that was revealed under hyperosmotic and oxidative stresses in *Saccharomyces cerevisiae* (Wu et al., 2019). The ribosome footprints accumulated in the initiation of open reading frame regions (ORFs) and the early translation elongation paused under heat stress in *Escherichia coli* (Zhang et al., 2017). However, there are barely studies on translation regulation under environmental stress in LAB using ribosome profiling, especially under osmotic stress.

The initial aim of this project was to reveal genome-wide cellular translation regulation under osmotic stress in *L. rhamnosus* ATCC 53103 by using RNA-seq and ribosome profiling, with the long-term goal of elucidating new strategies to increase the viability of LAB under environment stress.

## Materials and Methods

### Strain, Growth Conditions, and Osmotic Stress

*L. rhamnosus* ATCC 53103 was from the American Type Culture Collection (Manassas, VA, United States) and cultured in MRS medium at 37°C. It was revitalized in MRS medium at 37°C three times before use. Cultures were stored at –80°C in MRS medium containing 10% glycerol. The growth of *L. rhamnosus* ATCC 53103 was monitored by an automatic growth curve analyzer (Bioscreen Cpro; OY Growth Curves, Finland) at 600 nm (OD_600_). For osmotic stress, the cells (OD_600_ ∼1.8) were collected by centrifugation (6,000 × g, 10 min, 4°C) and then resuspended in MRS medium containing 0.2, 0.4, 0.6, and 0.8 M sodium lactate. The effect of osmotic stress on cell growth was further monitored by an automatic growth curve analyzer (Bioscreen Cpro; OY Growth Curves, Finland). The relevant results were shown in Supplementary Figure 1. Because a higher sodium lactate concentration (0.8 M) in the MRS inhibited the growth of *L. rhamnosus* ATCC 53103. When the sodium lactate concentration was 0.6 M, the growth rate of *L. rhamnosus* ATCC 53103 decreased significantly, while the viable counts reached 8.66 log_10_CFU/mL after 24 h culture. Therefore, the final concentration of sodium lactate in this study was 0.6 M.

### Total RNA Extraction and Library Construction

The cultures of control group and osmotic stress group were harvested by centrifugation (6,000 × g 15 min, 4°C) after 3.5 and 6.5 h (OD_600_ ∼1.0), respectively. Total RNAs were extracted using a TRIzol-based method (Life Technologies, CA, United States). rRNAs were removed using the Ribo-Zero Magnetic Gold Kit (Epicenter Biotechnologies, Madison, WI, United States). RNA quality was checked using the Agilent 2200 TapeStation system (Agilent Technologies, Inc., Santa Clara, CA, United States). The library was constructed using a TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA, United States), and then sequenced by using the Illumina HiSeqi^TM^ 2500 platform with pair-end 150 base reads.

### Ribosome Profiling

For Ribo-Seq, chloramphenicol (200 μM) was added into the cultures when OD_600_ reached 1.0, and then cells were harvested by centrifugation (6,000 × g, 10 min, 4°C) after shaking for 2 min. Bacterial sludge was washed using resuspension buffer (20 mL) composed of NH_4_Cl (100 mM), MgCl_2_ (10 mM), chloramphenicol (1 mM), and Tris-HCl (pH 8.0, 20 mM). The cells were collected by centrifugation (4,000 × g, 5 min, 4°C), and then were mixed immediately with cell lysis buffer. The resuspended extracts were transferred from lysis buffer to new microtubes, pipetted several times then incubated on ice for 10 min. The cells were triturated ten times through a 26-G needle. The lysate was collected by centrifugation (20,000 × g, 10 min, 4°C. To prepare RPFs, RNase I (7.5 μL) and DNase I (5 μL) were added to lysate (300 μL) to incubate for 45 min with gentle mixing. Nuclease digestion was stopped by adding RNase inhibitor (10 μL). RPFs were isolated using the RNA Clean and Concentrator-25 Kit (R1017, Zymo Research, Orange County, CA, United States). The Ribo-seq libraries were constructed using NEBNext^®^ Multiple Small RNA Library Prep Set from Illumina^®^ (catalog no. E7300S, E7300L). 140–160 bp PCR products were enriched to generate cDNA libraries and then sequenced using Illumina HiSeq^TM^ 2500.

### Analysis of Differentially Expressed Genes

The gene expression level was normalized by the fragments per kilobase of transcript per million (FPKM) of mapped reads to control the influence of gene lengths and amount of sequencing data in calculation of gene expression. The edgeR package^1^ was used to identify DEGs across sample groups. Gene ontology (GO) annotation and Kyoto Encyclopedia for Genes and Genomes (KEGG) pathway of DEGs were analyzed. According to expressions levels in translation and transcription, DEGs were classified into five different groups: unchanged (DEGs were not regulated at both two levels), homodirection (DEGs were regulated at the two levels with consistent trends), opposite (DEGs were regulated at the two levels with opposite trends), translation (DEGs were only regulated at the translation level) and transcription (DEGs were only regulated at the transcription level).

### Analysis of Differentially Expressed Gene Translation Efficiency and Its Correlation With Differentially Expressed Genes Expression at the Transcription Level

The TEs of all DEGs were identified, calculated, and compared using RiboDiff (Zhong et al., 2017). According to DEGs expression with the changes of TE at the transcription level, DEGs were classified into five different groups as described above: Unchanged; Homodirection; Opposite; TE (DEGs only had change at the TE level); and Transcription.

### Data Analysis

Raw data were filtered following the previous study (Langmead and Salzberg, 2012). Trimmed reads were mapped to *L. rhamnosus* reference transcriptome^2^ allowing no mismatches using Bowtie2 (version 2.2.8). Retained reads were aligned to the reference genome using Bowtie2. Genes and gene expression were identified and calculated using RSEM. Genes with|log_2_(fold change)| > 1 and a false discovery rate (FDR) < 0.05 were considered as significant DEGs. Both Ribo-seq and RNA-seq data types had two biological duplications.

## Results

### Analysis of Ribo-Seq and RNA-Seq Data

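*L. rhamnosus* (LGG), a lactic acid bacterium, was grown without added sodium lactate (CG) or with 0.6 M sodium lactate (OS). CG cells were harvested after 3.5 h and OS cells after 6.5 h, both at an OD600 of 1. RNA-seq measured mRNA, and Ribo-seq measured RPFs, the mRNA fragments covered by ribosomes. Chloramphenicol, an inhibitor of ribosomes, is given at 200 µM in the Ribo-seq method of the paper and at 200 µg/ml in the sample labels. For each assay, 1 CG library and 2 OS libraries (OS1 and OS2) were used here. The RNA-seq counts summed to 5167943 in CG, 4396179 in OS1 and 5409344 in OS2. The Ribo-seq counts summed to 9991386, 6564356 and 5993362 in the same order. The authors filtered and trimmed the reads, mapped them with Bowtie2 (version 2.2.8) and estimated the reads of each gene with RSEM. Here these estimated counts were rounded to whole numbers and scaled with TMM, and genes were kept by edgeR's filterByExpr at a minimum count of 10. The quasi-likelihood test of edgeR compared OS with CG within each assay. TE, the RPF level relative to the mRNA level, was compared as the interaction of assay and condition over all 6 libraries. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene passed the test at an adjusted p under 0.05 and |log2FC| over 1, the thresholds of the paper. At an unadjusted p under 0.05, genes in groups and classes were also counted only with |log2FC| over 1. Levels are given as CPM after TMM, with the SD of the 2 OS libraries, while CG has a single library and no error. The paper describes 2 biological duplicates for both assays, with an R squared above 0.85 between duplicates, while the sample labels used here give 1 CG library per assay. Neither source states how far single genes of another CG library would lie from this one, so CG was assumed to vary like OS. The p-values rest on the spread between OS1 and OS2, shared in part or in full across genes, and include no measured spread of CG. When an OS library was left out, the spread came from the OS pair of the other assay in a joint fit. Such a fit leaves 1 OS library in that assay, so passing or not passing there follows the spread of the other assay. Calls then tended to rise without a Ribo-seq library and to fall without an RNA-seq library. These fits cannot decide whether a change depends on a single library. Changes are relative to the TMM scale, and the deposited FPKM place the median gene 0.233 higher in mRNA and 0.164 higher in RPF on the log2 scale, with a shift of -0.0793 in TE.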

To systematically investigate the effect of osmotic stress on transcription and translation regulation, RNA-seq and ribosome profiling were analyzed in the same two sets of parallel populations of *L. rhamnosus* ATCC 53103 cells with two different concentrations of sodium lactate (control vs. 0.6 M). Each experiment was divided into control group (CG) and osmotic stress group (OS), respectively (Supplementary Figure 2). The regulation of transcription and translation under osmotic stress were examined by deep sequencing of cellular total mRNAs and RPFs, respectively. A large number of reads were produced by ribosome footprints and RNA-seq transcripts. The average read was around 30 bp.

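The gene *gap* encodes the glyceraldehyde-3-phosphate dehydrogenase of glycolysis and took 8.96% of the mRNA counts in CG (95% Clopper-Pearson interval 8.93 to 8.98%). Its share was 5.85% in OS1 (5.82 to 5.87%) and 5.77% in OS2 (5.75 to 5.79%). The gene *tuf*, which encodes elongation factor Tu, took 8.48% of the mRNA counts in CG (8.45 to 8.50%), 3.47% in OS1 (3.45 to 3.49%) and 3.46% in OS2 (3.44 to 3.47%). Among RPF counts, *tuf* took 0.883% in CG (0.878 to 0.889%), 1.17% in OS1 (1.16 to 1.18%) and 1.28% in OS2 (1.28 to 1.29%). The RPF share of *gap* was 6.09% in CG (6.07 to 6.10%), 4.00% in OS1 (3.99 to 4.02%) and 5.26% in OS2 (5.24 to 5.28%). The 10 genes with the most counts together took 29.25% of the mRNA counts in CG, against 21.7% in OS1 and 21.4% in OS2. These intervals cover counting error only, and *gap* and *tuf* were chosen after their values were seen.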

The total reads, ranging from 11,356,406 to 81,788,555 per DNA library, were produced by deep sequencing (Supplementary Table 1). After filtering, around 30 and 20 million reads were generated from RPF of CG and OS samples, respectively. Around 26 and 24 million mRNA-seq reads were generated from CG and OS samples, respectively. These reads were mapped to *L. rhamnosus* reference transcriptome data. The mapping efficiency of RPF samples was ∼20%. There are high correlations between the two biological duplication (*R*^2^>0.85) for both Ribo-seq and RNA-seq data. 

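The gene *fabH* encodes a ketoacyl synthase that starts fatty acid synthesis, and its RPF level in OS was 129 ± 94.1 CPM (SD, n = 2), while its mRNA level was 376 ± 45.8 CPM (SD, n = 2). The gene *purC*, of purine synthesis, was closer between the OS libraries, with 61.8 ± 3.98 CPM in RPF and 14 ± 0.405 CPM in mRNA (SD, n = 2). Across all genes, r squared of log2(FPKM + 1) between OS1 and OS2 was 0.986 in RNA-seq and 0.960 in Ribo-seq. On untransformed FPKM it was 0.999 in RNA-seq and 0.729 in Ribo-seq. Genes are not independent replicates, so no p is given, and CG has a single library here and gives no such value. The OS libraries differed by more than counting error, with a chi-square per degree of freedom of 4.83 over 2524 genes in RNA-seq and 89.3 over 2707 genes in Ribo-seq. The biological coefficient of variation that edgeR fitted was 0.0585 in RNA-seq and 0.234 in Ribo-seq.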

A total of 5578 and 5616 mapped genes were obtained from RPF samples of CG and OS, respectively. 

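Of the 2860 genes in the files, 2795 had an estimated RPF count above 0 in CG, 2808 in OS1 and 2812 in OS2 (2808 after rounding). At least 10 counts were reached by 2633, 2617 and 2587 genes in the same order. These numbers are per library. The paper's number for OS exceeds the 2860 genes and equals the rounded numbers of OS1 and OS2 added together. The taurine transport genes *tauA* and *tauB* lay near the lower end, with 15 and 6 RPF counts in CG, and stayed out of the translation test. Among the genes kept, *licB*, a component of a sugar PTS, had 3 RPF counts in CG, 1 in OS1 and 16 in OS2.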

A total of 5,318 and 5,370 mapped genes were obtained from CG and OS mRNA samples, respectively.

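In RNA-seq, 2655 genes had an estimated count above 0 in CG, 2679 in OS1 and 2691 in OS2, and the paper's number for OS again equals OS1 and OS2 added together. At least 10 counts were reached by 2396, 2410 and 2444 genes. The fructose PTS gene *fruA* (LGG_RS01900) had 5 mRNA counts in CG, 1 in OS1 and 0 in OS2, and the mannose PTS gene *manX* (LGG_RS13140) had 1 in CG and 0 in both OS libraries. Both stayed out of the transcription test. The transcription test covered 2508 genes, the translation test 2664 and the TE test 2447.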

The length of RPFs in OS and CG samples was around 30 nt (Figures 1A,B). The triplet periodicity between OS and CG samples were compared by scanning from the start codon to stop codon, and a strong three-nucleotide periodicity in OS and CG samples was observed (Figures 1C,D).

**FIGURE 1:**
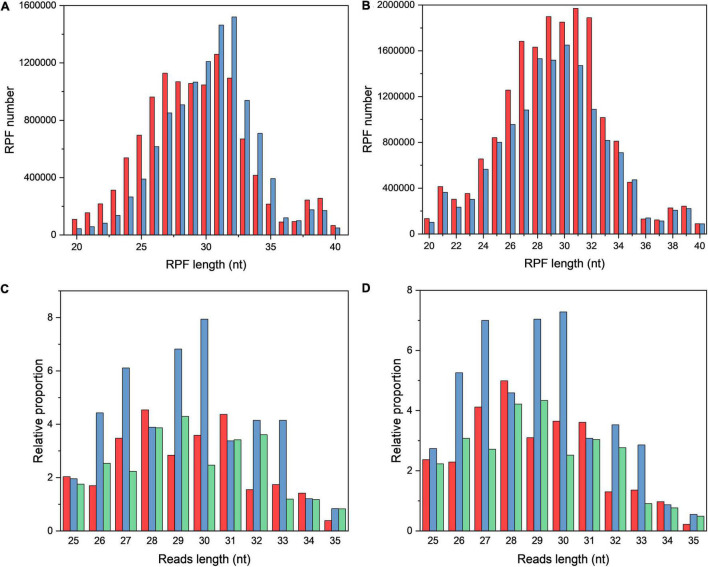
The characteristics of ribosome profiling data in OS and CG. **(A,B)** Length distribution of RPFs in OS **(A)** and CG **(B)**. The red and blue bars refer to two biological replicates. **(C,D)** Three-nucleotide periodicity at the first 35 nt of CDS in OS **(C)** and CG **(D)**.

### Effect of Osmotic Stress on Expression and the Function of Differentially Expressed Genes at Translation and Transcription Levels

To explore how *L. rhamnosus* ATCC 53103 cells deal with osmotic stress, both translation and transcription relative variations between CG and OS were examined. The results showed that osmotic stress changed gene expression at the translation and transcription levels (Figure 2). 

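The adenine permease gene *adeP* had the mRNA log2FC -6.69 (standard error 0.08), from 6637 CPM in CG to 64.2 ± 2.56 CPM in OS (SD, n = 2). The mannitol PTS gene *mtlA* had the mRNA log2FC 3.10 (standard error 0.09), from 329 CPM to 2826 ± 407 CPM, and the RPF log2FC 1.71 (standard error 0.44, adjusted p = 0.152). At the transcription level, 444 genes were upregulated and 431 downregulated by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that 50.7% of the DEGs were upregulated. With fold changes of the deposited FPKM and no test, 624 were upregulated and 333 downregulated, which is 65.2% upregulated. At the translation level, 17 genes were upregulated and 51 downregulated, or 25% upregulated, against 298 and 156, or 65.6%, with FPKM. Without regard to fold, 478 genes had an unadjusted p under 0.05 at the translation level, and 389 genes had a |log2FC| over 1. Leaving out OS1 of RNA-seq gave 364 DEGs at the transcription level, and leaving out OS2 363. Leaving out OS1 of Ribo-seq gave 364 at the translation level, and leaving out OS2 378, since the spread then came from the RNA-seq pair.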

A total of 289 and 614 DEGs were upregulated while 156 and 336 DEGs were downregulated at the translation and transcription levels, respectively (Figures 2A–C). About a quarter (11.5 and 12.1%) of the regulated DEGs were shared between the two levels (Figures 2D,E). 

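The trehalose-6-phosphate hydrolase gene *treA* and the mannitol-1-phosphate dehydrogenase gene *mtlD* were among 6 genes upregulated at both levels, where 2.82 were expected if the calls were independent. With DESeq2's size factors or with limma on log2(FPKM + 1), 3 were upregulated at both levels, and no expected count was computed for these settings. The purine genes *purD* and *purH* and the fatty acid genes *accA* and *accD* were among 41 genes downregulated at both levels, where 8.05 were expected. These calls were made over the 2447 genes tested in both assays, and *treA* and *mtlD* were chosen after their values were seen. With an unadjusted p under 0.05 in both tests, 51 genes were upregulated and 63 downregulated at both levels. With fold changes of the deposited FPKM and no test, 97 were upregulated and 53 downregulated, so which direction holds more genes depends on the setting. With OS1 of Ribo-seq left out, 66 genes were upregulated and 68 downregulated at both levels, and without OS2 62 and 73.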

At the translation and transcription levels, the expression of genes from samples of OS was moderately correlated (*R*^2^ = 0.7757; Supplementary Figure 3). 

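In OS, the *gap* mRNA level was 55054 ± 1080.0 CPM and its RPF level 44757 ± 10100.0 CPM (SD, n = 2), while *tuf* had 32833 ± 450.0 CPM in mRNA and 11842 ± 1184 CPM in RPF. Across 2447 genes, the mRNA and RPF levels in OS, as log2(mean FPKM + 1), had a Pearson r of 0.840 and an r squared of 0.706. In CG, r was 0.808. Genes are not independent replicates, so these values carry no p.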

GO annotation and KEGG pathway analysis also showed that DEGs largely overlapped in GO and many KEGG pathways which also illustrated a big overlap at these two levels including ABC transporters, biosynthesis of antibiotics, secondary metabolites, and metabolic pathways etc. (Figures 3A,B). It is worthwhile to note that large numbers of DEGs showed different expression trends and many DEGs of enriched pathways showed a different response at the two levels. These results demonstrated that the regulation of DEGs at the translation level played an important role under osmotic stress in LGG.

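Osmoprotectants balance the osmotic pressure in the cell, and pyruvate dehydrogenase makes acetyl-CoA. Of 9 genes for the uptake of osmoprotectants (*opu*, *gbu*), 5 were upregulated in mRNA (median log2FC 1.14), while none passed in RPF (median -0.41). The glycine betaine genes *gbuA*, *gbuB* and *gbuC* had RPF log2FC values of 1.65, 1.40 and 1.04 (standard errors 0.29, 0.29 and 0.30), and these genes were chosen after their values were seen. All 4 genes of the pyruvate dehydrogenase complex were upregulated in mRNA (median log2FC 1.74) and none in RPF (median 0.44). Of 29 lactose and galactose genes, 9 were upregulated and 2 downregulated in mRNA, and none passed in RPF. The counts of DEGs in these groups were equal when adjusted over the list alone, except that 3 osmoprotectant genes were then upregulated in RPF. At an unadjusted p under 0.05, 3 osmoprotectant genes (*gbuA*, *gbuB* and *gbuC*), 0 pyruvate dehydrogenase genes and 3 lactose and galactose genes passed in RPF, and DESeq2's Wald test called 2, 0 and 2. The same 3 osmoprotectant genes passed in RPF when OS1 or OS2 of Ribo-seq was left out, as did 4 and 4 lactose and galactose genes, and 1 pyruvate dehydrogenase gene without OS1. The lack of calls in RPF does not show that the levels differ. Of simulated changes of log2 size 1.5, the test called 90.5% in mRNA and 0% in RPF. The simulation was stricter than these data, where *cysE* passed in RPF at log2FC -1.64, so 0% is not the power here. The difference itself was tested as TE, where 5 of the 9 osmoprotectant genes and 2 of the 4 pyruvate dehydrogenase genes fell, and 0 and 0 did without OS1 or OS2 of RNA-seq. Of the 28 lactose and galactose genes tested in TE, 5 fell and 1 rose. A set test (camera, preset inter-gene correlation 0.01) gave adjusted p values of 0.0187 for the mRNA of osmoprotectant genes and 0.0294 for both the pyruvate dehydrogenase and the lactose and galactose genes. With an estimated correlation, no list passed in any contrast, and the adjusted p was 0.857 for each of these lists at the transcription level. Here and below, that version rests on the residual degrees of freedom, 1 within an assay and 2 for TE, so it can hardly call a list. With it, camera gave the purine list in RPF an unadjusted p of 0.0647, at an estimated correlation of -0.0769, under the preset 0.01. When OS1 or OS2 of RNA-seq was left out, 4 and 3 osmoprotectant genes, 3 and 3 pyruvate dehydrogenase genes, and 2 and 2 lactose and galactose genes passed in mRNA.

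**Figure D1:**
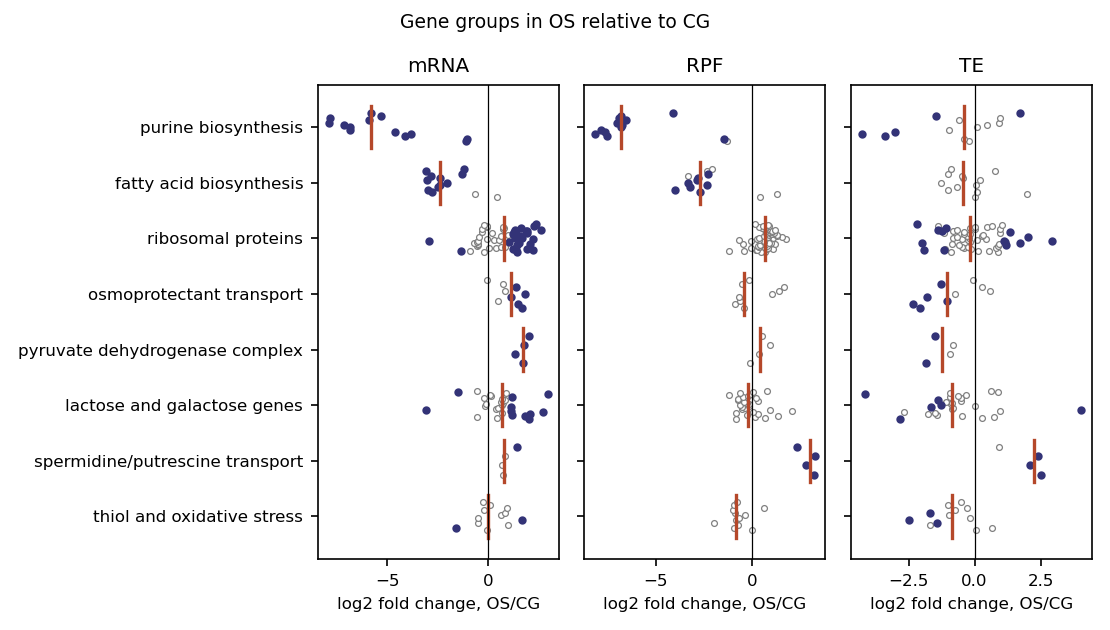
Log2 fold changes (OS against CG) of mRNA, RPF and TE for each gene of 8 gene lists, where filled points passed the test, open points did not and the vertical bar is the list median. The median of the purine list is -5.82 in mRNA and -6.80 in RPF, and that of the polyamine transport list is 3.00 in RPF.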

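The protease genes *clpP* and *clpX*, which remove damaged proteins, were upregulated in mRNA, with log2FC 1.40 (standard error 0.09) and 1.11 (standard error 0.08), and had RPF log2FC -0.39 (standard error 0.37) and -0.19 (standard error 0.25). The chaperonin gene *groS* was downregulated in mRNA (log2FC -2.46, standard error 0.19), with RPF log2FC -0.48 (standard error 0.24). The genes *clpP*, *clpX* and *groS* were chosen after their values were seen. Neither *clpP* nor *clpX* passed in mRNA when an RNA-seq OS library was left out, with adjusted p from 0.0506 for *clpX* without OS1 to 0.0912 for *clpP* without OS1. Over the 2447 genes tested in both assays, the SD of the log2FC was 1.35 for mRNA and 0.937 for RPF. The RPF change and the mRNA change had a Pearson r of 0.312 and a slope of 0.217 across genes, which are not independent replicates. From DEGs and enriched pathways that responded differently at both levels, the paper concludes that regulation at the translation level played an important role under osmotic stress.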

**FIGURE 2:**
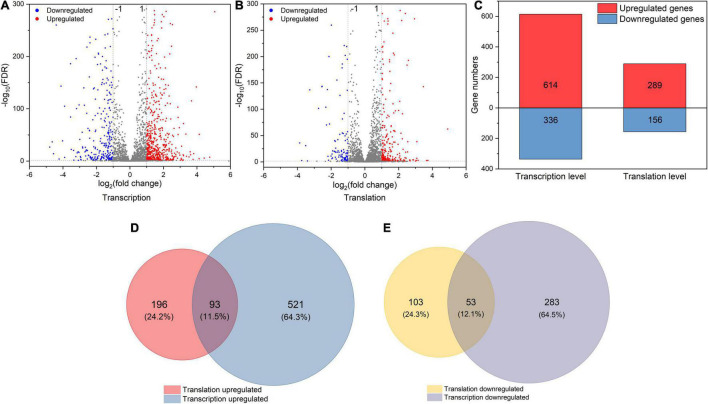
**(A,B)** The volcano plot of DEGs (|log_2_FC| > 1 and FDR < 0.05) at transcription and translation levels under osmotic stress. **(C)** The number of DEGs at transcription and translation levels under osmotic stress. **(D,E)** The relationship between osmotic responsive genes at transcription and translation levels. Genes analyzed in Figure 1 **(D,E)** were derived from Figure 1 **(A,B)**.

**FIGURE 3:**
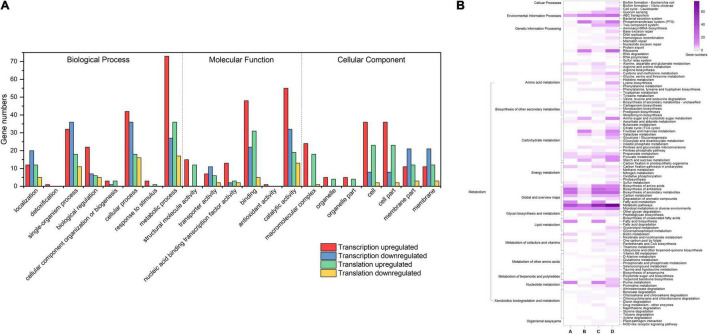
**(A)** GO analysis of DEGs in OS and CG. **(B)** KEGG pathways of DEGs in OS and CG.

### Effect of Osmotic Stress on the Dynamic Profiles of Translation and Transcription

To obtain the changes of gene expression trends at the translation and transcription levels simultaneously, DEGs were divided into different groups based on the fold change of gene expression (|log_2_(fold change)| > 1) between CG and OS (Figure 4 and Supplementary Table 2).

**FIGURE 4:**
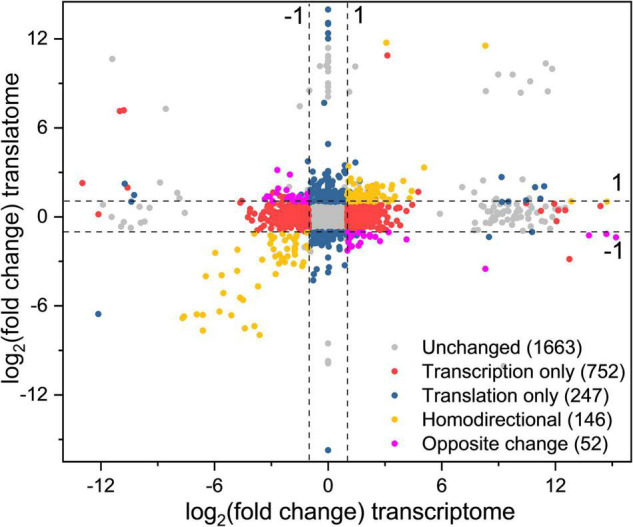
Simultaneous monitoring of the changes at the transcription and translation levels in *L. rhamnosus* ATCC 53103 under osmotic stress. Plot of the log_2_fold change of RPFs (OS/CG) against the log_2_fold change of respective mRNAs (OS/CG). The four dash lines indicate log_2_fold change values -1 or + 1.

A total of 93 DEGs were upregulated at the two levels and 53 DEGs were downregulated at the two levels (yellow dots). These DEGs were mainly involved in the fatty acid biosynthesis and metabolism, ribosome assembly, and purine metabolism pathways. 

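The trehalose gene *treA* had log2FC 1.85 (standard error 0.09) in mRNA and 1.85 (standard error 0.28, adjusted p = 0.0395) in RPF. The mannitol gene *mtlD* had log2FC 1.43 (standard error 0.10) in mRNA and 1.73 (standard error 0.26, adjusted p = 0.039) in RPF. Both were upregulated at both levels by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as were *bglP* (LGG_RS02855), *potD*, *yjbO* (LGG_RS09170) and LGG_RS09405. Among the genes downregulated at both levels, the oxalate:formate antiporter gene *oxlT* had log2FC -4.89 (standard error 0.12) in mRNA and -5.61 (standard error 0.27, adjusted p = 0.00139) in RPF. The purine repressor gene *purR* had log2FC -2.03 (standard error 0.10) in mRNA and -1.69 (standard error 0.23, adjusted p = 0.0265) in RPF. The genes *treA*, *mtlD*, *yjbO*, LGG_RS09405, *oxlT* and *purR* were chosen after their values were seen.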

The DEGs *purD*, *purH*, *purN*, *purM*, *purQ*, *purC*, and *purK* involved in purine metabolism were downregulated from 99.37- to 249.25-fold and from 12.25- to 205.53-fold at the translation level and transcription level, respectively. 

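These 7 genes encode enzymes that build the purine ring, and all fell at both levels. The *purH* mRNA went from 358 CPM in CG to 24.9 ± 2.93 CPM in OS (SD, n = 2), with log2FC -3.84 (standard error 0.14, adjusted p = 2.07e-144). Its RPF level went from 7898 CPM to 28.1 ± 13.2 CPM, with log2FC -8.13 (standard error 0.49, adjusted p = 0.00183). The *purQ* mRNA had the largest fall of the 7, with log2FC -7.91 (standard error 0.13), and its RPF log2FC was -6.98 (standard error 0.43). The 7 genes ranged from -7.91 to -3.84 in mRNA and from -8.13 to -6.80 in RPF. This is a fold decrease of 14.3 to 240.0 in mRNA and 111.4 to 280.4 in RPF, with adjusted p values from 0.000758 to 0.00195 in RPF. Of 13 genes of purine synthesis, 13 fell in mRNA and 12 in RPF by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 13 in RPF when adjusted over the list alone. The remaining gene, a second *purK* (LGG_RS05155), had RPF log2FC -1.32 (standard error 0.24, adjusted p = 0.0747). It passed in RPF without OS1 or OS2 of Ribo-seq. In mRNA, 11 of the 13 passed without OS1 of RNA-seq and 12 without OS2, as *purB* did not pass without either (adjusted p = 0.0506 and 0.0551) and this *purK* did not without OS1 (adjusted p = 0.0507). Both were chosen after their values were seen. The paper chose purine genes on these samples, so the list is not independent evidence. The camera test gave adjusted p values of 2.47e-07 in mRNA and 9.41e-19 in RPF, and 0.857 and 0.795 as adjusted p with an estimated correlation.

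**Figure D2:**
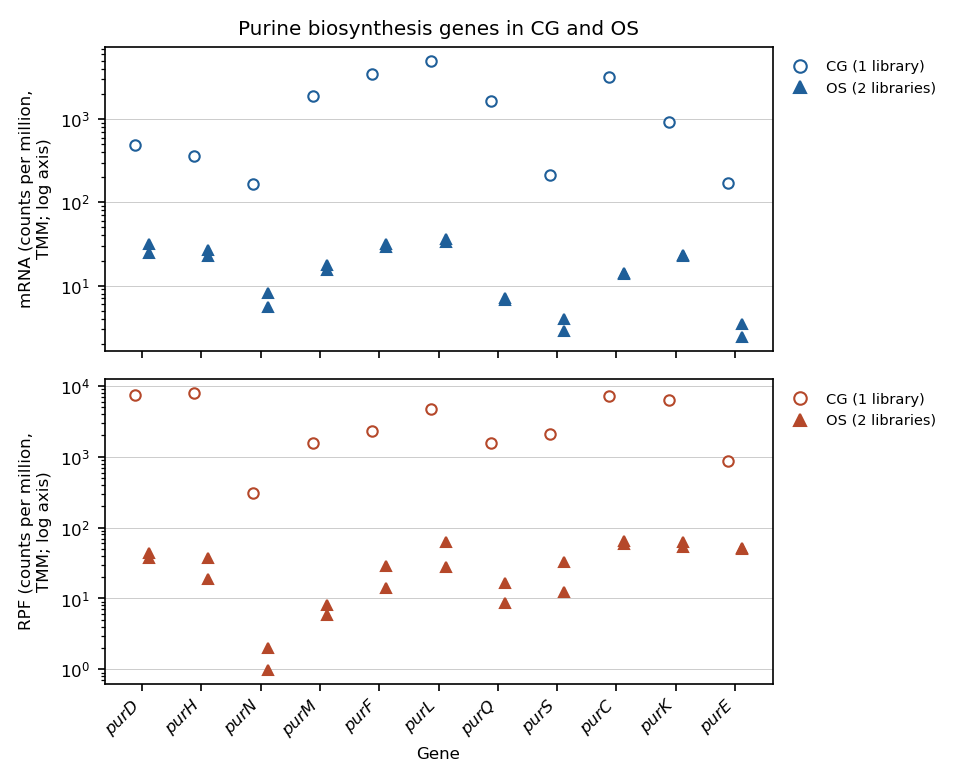
Levels of 11 purine genes in mRNA (top) and RPF (bottom), in CPM on log axes, with the CG library as an open circle and the 2 OS libraries as triangles. All 11 genes lie lower in both OS libraries, as for *purC* with 3201 CPM of mRNA in CG.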

The DEGs *accA*, *accD*, *accC1*, *accB*, *pksA*, and *fabH* involved in fatty acid biosynthesis were downregulated from 4.56- to 14.47-fold and from 3.52- to 7.35-fold at the translation level and transcription level, respectively.

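The *acc* genes encode acetyl-CoA carboxylase, which makes malonyl-CoA, and *pksA* and *fabH* encode enzymes that use it to build fatty acids. All 6 fell in mRNA, from log2FC -3.11 (standard error 0.08) for *fabH* to -2.04 (standard error 0.14) for *accB*. In RPF, *accD* fell most, with log2FC -4.02 (standard error 0.29, adjusted p = 0.00311), and *accA*, *accC1* and *accB* fell with log2FC -2.69, -3.21 and -3.32 (adjusted p = 0.0142, 0.00396 and 0.0171, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The RPF of *pksA* had log2FC -3.31 (standard error 0.55, adjusted p = 0.0558) and that of *fabH* -2.34 (standard error 0.62, adjusted p = 0.16), so neither passed. The fold decrease was 4.11 to 8.63 in mRNA and 5.05 to 16.2 in RPF over the 6 genes. Of 13 genes of fatty acid synthesis, 11 fell in mRNA and 8 in RPF, or 11 in RPF when adjusted over the list alone, where 1 gene rose (*acpP*, LGG_RS07965, log2FC 1.31, chosen after its values were seen). This list is not independent evidence either, since the paper names the pathway from these samples. The camera test gave adjusted p values of 0.000352 and 1e-07, against 0.857 and 0.795 with an estimated correlation. In mRNA, 3 of the 6 genes and 6 of the 13 passed without OS1 of RNA-seq, and 6 and 9 without OS2. Without OS1 or OS2 of Ribo-seq, the spread comes from the RNA-seq pair, so those fits cannot decide whether *pksA* and *fabH* fell in RPF.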

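The copper ATPase gene *copB* had log2FC 1.03 (standard error 0.14) in mRNA and -2.16 (standard error 0.44, adjusted p = 0.095) in RPF. The ribose repressor gene *rbsR* had 1.65 (standard error 0.16) in mRNA and -1.44 (standard error 0.52, adjusted p = 0.245) in RPF. Neither RPF change passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By this test, 0 genes fell in mRNA and rose in RPF, where 2.74 were expected if the calls were independent, and 0 rose in mRNA and fell in RPF, where 8.3 were expected. The counts at an unadjusted p under 0.05 were 13 and 22. DESeq2's Wald test gave 3 and 4, and limma on log2(FPKM + 1) gave 0 and 0. In the fit without OS1 of Ribo-seq the counts were 21 and 28, and without OS2 23 and 33. In the fit without OS1 of RNA-seq they were 0 and 1, and without OS2 0 and 0. Leaving out an OS library changed both genes, as *copB* passed in RPF without OS1 and without OS2 of Ribo-seq, *rbsR* without OS2, and neither passed in mRNA without OS1 or OS2 of RNA-seq.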

A total of 24 DEGs were downregulated at the transcription level and upregulated at the translation level, while 28 DEGs were upregulated at the transcription level and downregulated at the translation level (purple dots). These DEGs were mainly involved in biosynthesis of phenylalanine, tyrosine, and tryptophan, protein export, phosphotransferase system (PTS), ABC transporters, galactose metabolism, and pyrimidine metabolism pathways. The DEGs *fruA* and *lacF* involved in the PTS pathway were upregulated and downregulated from 2.09- to 2.57-fold and from 7.63- to 8.43-fold at the translation level and the transcription level, respectively.

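The *lacF* gene (LGG_RS03070) encodes a lactose PTS component, and its mRNA fell with log2FC -3.11 (standard error 0.59, adjusted p = 4.42e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 28 counts in CG to 3 in OS1 and 4 in OS2. Its RPF log2FC was 0.91 (standard error 0.53, adjusted p = 0.416), from 10.1 CPM in CG to 19.1 ± 9.13 CPM in OS (SD, n = 2). The fructose PTS gene *fruA* (LGG_RS01900) had RPF log2FC 1.19 (standard error 0.68, adjusted p = 0.403), from 8 counts in CG to 15 in OS1 and 11 in OS2. Its mRNA was below the filter. The *lacF* mRNA passed neither without OS1 nor without OS2 of RNA-seq, and 1 of the 2 genes passed in RPF without OS1 of Ribo-seq.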

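The autoinducer synthase gene *luxS* rose in mRNA (log2FC 1.56, standard error 0.08), with RPF log2FC -0.47 (standard error 0.39). The peptidoglycan precursor gene *mraY* fell in mRNA (log2FC -2.08, standard error 0.08), with RPF log2FC 0.22 (standard error 0.29). The thiol peroxidase gene *tpx* rose in mRNA (log2FC 1.67, standard error 0.14), with RPF log2FC -0.83 (standard error 0.49). These genes were chosen after their values were seen. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 426 genes were upregulated and 378 downregulated at the transcription level only, and an RPF change is not excluded in these genes. The *luxS* and *tpx* mRNA did not pass without OS1 (adjusted p = 0.0758 and 0.105) or without OS2 (adjusted p = 0.0638 and 0.0987) of RNA-seq, and *tpx* passed in RPF without OS2 of Ribo-seq. With OS1 of RNA-seq left out the class held 318 genes, and with OS2 left out 316.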

A total of 752 DEGs were regulated at the transcription level only (red dots). These DEGs were mainly involved in biosynthesis and metabolism of amino acid, the two-component system, ABC transporters and pyruvate metabolism pathways. 

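The ABC transporter gene *macB2* rose in mRNA with log2FC 1.76 (standard error 0.25, adjusted p = 8.48e-12), from 12.3 CPM in CG to 41.8 ± 2.04 CPM in OS (SD, n = 2). The taurine transport gene *tauA* rose with log2FC 2.35 (standard error 0.61, adjusted p = 0.000237), from 5 counts in CG to 21 in OS1 and 37 in OS2. Its neighbour *tauB* had 3 counts in CG and 27 in both OS libraries together, a ratio of 4.03 after scaling (95% counting interval 1.24 to 20.8). The cystine transport gene *tcyJ* had 1 count in CG and 26 in OS, a ratio of 11.7 (1.91 to 478). All 4 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none did without OS1 or without OS2 of RNA-seq, while DESeq2's Wald test called 1 of them. In RPF, *macB2* had log2FC 0.18 (standard error 0.48) and *tcyJ* 0.44 (standard error 0.36), and neither passed.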

The DEGs *tauA*, *tauB*, *tcyJ*, and *macB2* involved in the ABC transporters were upregulated from 4.00- to 13.64-fold, respectively. 

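The cytochrome *bd* oxidase gene *cydA*, the response regulator gene *ciaR* and the teichoic acid gene *dltC* all fell in mRNA, with log2FC -2.39 (standard error 0.26), -1.59 (standard error 0.16) and -3.24 (standard error 0.08). The citrate lyase genes *citF* and *citC* fell with log2FC -1.40 (standard error 0.17) and -1.43 (standard error 0.23). The adjusted p of the 5 genes ranged from 1.29e-249 to 2.67e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their RPF log2FC ranged from -0.64 for *cydA* to 0.67 for *citC*, with no adjusted p under 0.451. Of the 5, 2 passed in mRNA without OS1 of RNA-seq and 3 without OS2.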

The DEGs *cydA*, *ciaR*, *dltC*, *citF*, and *citC* involved in the two-component system were downregulated from 2.26- to 8.07-fold, respectively.

A total of 247 DEGs were regulated at the translation level only (blue dots). 

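Among genes regulated at the translation level only, OCC_04335 (LGG_RS12610) fell in RPF with log2FC -2.19 (standard error 0.23, adjusted p = 0.0118), with 0.36 in mRNA. The gene *zosA* (LGG_RS13415), named after a metal-transporting ATPase, fell in RPF with log2FC -1.73 (standard error 0.27, adjusted p = 0.0464), with -0.46 in mRNA. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 genes were upregulated and 6 downregulated at the translation level only. The 10 were *potA*, *potB*, *potC*, *fmnP*, *fic*, *apbE2*, *spaT*, LGG_RS02170, LGG_RS04640 and LGG_RS04935. Of the genes given here, OCC_04335, *zosA* and these 3 loci without a symbol were chosen after their values were seen. At an unadjusted p under 0.05, 59 genes were upregulated and 69 downregulated in this way. With OS1 of Ribo-seq left out, the class held 181 genes, and with OS2 left out 187, while without OS1 of RNA-seq it held 26 and without OS2 22.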

The DEGs *levE*, *fruK*, *rhaD*, *sorA*, and *rhaB* involved in fructose and mannose metabolism were upregulated. 

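The rhamnulose aldolase gene *rhaD* had RPF log2FC 0.94 (standard error 0.38, adjusted p = 0.284), from 6.15 CPM in CG to 11.8 ± 0.298 CPM in OS (SD, n = 2). The fructokinase gene *fruK* had 0.87 (standard error 0.36), and the PTS gene *levE* had 0.92 (standard error 0.50), with 53.1 ± 25.9 CPM in OS. The sorbose PTS gene *sorA* had 0.90 (standard error 0.55) at LGG_RS12685 and 0.33 (standard error 0.40) at LGG_RS13295, and the rhamnulokinase gene *rhaB* (LGG_RS12835) had 1.04 (standard error 0.59). All 6 values were above 0, and 0 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, DESeq2's Wald test or limma. At an unadjusted p under 0.05, also 0 passed. When OS1 of Ribo-seq was left out, 1 passed.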

The DEGs *licB*, *bglP*, *sorA*, *manX*, and *mtlF* involved in the PTS pathway also were upregulated. 

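The beta-glucoside PTS gene *bglP* (LGG_RS02855) rose in RPF with log2FC 1.65 (standard error 0.27, adjusted p = 0.0483), from 601 CPM in CG to 1882 ± 149 CPM in OS (SD, n = 2), and in mRNA with 1.30 (standard error 0.08). The paper's sentence gives no locus, and it may mean another gene of this name, since this locus rose at both levels. The mannitol PTS gene *mtlF* had RPF log2FC 1.59 (standard error 0.35, adjusted p = 0.112). The mannose PTS gene *manX* had 0.66 (standard error 0.32) at LGG_RS01625 and 1.33 (standard error 0.66) at LGG_RS13135. The RPF ratio of *licB* was 4.02 (95% counting interval 1.16 to 21.4), from 3 counts in CG and 17 in OS, of which OS2 held 16. Of the 6 genes tested under these names, 1 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 did at an unadjusted p under 0.05. A further 2 passed without OS1 of Ribo-seq, and a further 1 without OS2. With DESeq2's size factors in the same test, *bglP* did not pass, nor with limma on log2(FPKM + 1).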

The DEGs *rplL*, *rpmD*, *rplF*, *rplN*, and *rplP* involved in ribosome assembly were upregulated about 2–3-fold. 

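These genes encode proteins of the large ribosomal subunit. In RPF, *rpmD* had log2FC 1.55 (standard error 0.36, adjusted p = 0.127), *rplN* 1.13 (standard error 0.27), *rplP* 1.02 (standard error 0.26), *rplL* 1.00 (standard error 0.25) and *rplF* 0.89 (standard error 0.24). The fold ranged from 1.86 to 2.93, and the adjusted p of the 5 genes ranged up to 0.165 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thus 0 of the 5 passed, while 4 passed at an unadjusted p under 0.05 and 3 with DESeq2's Wald test. When OS1 of Ribo-seq was left out 3 passed, and 2 when OS2 was. In mRNA, the 5 genes ranged from -0.70 for *rplL* to 0.63 for *rplF*, and none passed.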

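The genes *potA*, *potB*, *potC* and *potD* encode the ATPase, the permeases and the binding protein of the spermidine and putrescine transporter, and all 4 rose in RPF. The *potA* RPF level went from 205 CPM in CG to 1904 ± 42.8 CPM in OS (SD, n = 2), with log2FC 3.22 (standard error 0.28, adjusted p = 0.00598, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *potB* RPF level went from 23 to 158 ± 2.82 CPM, with log2FC 2.78 (standard error 0.30, adjusted p = 0.0121). The *potC* and *potD* RPF log2FC were 3.24 (standard error 0.44) and 2.34 (standard error 0.34). In mRNA, only *potD* of the 4 passed, with log2FC 1.43 (standard error 0.15), and *potA* had 0.71 (standard error 0.16). The TE of both *potA* and *potB* rose with log2FC 2.51 (standard error 0.19) and 2.11 (standard error 0.26). These TE standard errors lie below those of the RPF changes, since 1 dispersion per gene covers both assays, and so may understate the Ribo-seq spread. All 4 genes also passed in RPF when adjusted over the list alone, and the camera test gave an adjusted p of 1.92e-05, against 0.795 with an estimated correlation. The paper names *potA*, *potB* and *potC* from these samples, so they are not independent evidence, and *potD* is the remaining member of the list. With either RNA-seq OS library left out, *potA* passed in TE and *potB* did not, and the *potD* mRNA did not pass without OS2 (adjusted p = 0.0559).

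**Figure D3:**
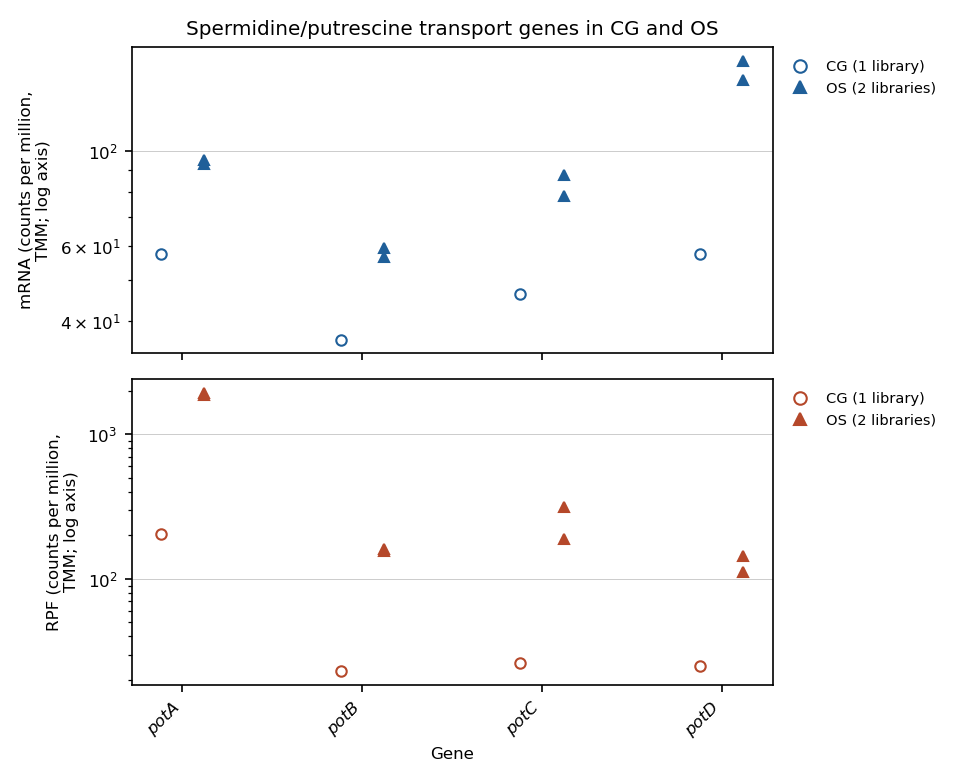
Levels of *potA* to *potD* in mRNA (top) and RPF (bottom), in CPM on log axes, with the CG library as an open circle and the 2 OS libraries as triangles. The *potC* RPF level is 26.4 CPM in CG and 250.0 ± 86.9 CPM in OS (SD, n = 2).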

The DEGs *potA* and *potB* involved in the ABC transporters pathway were upregulated by 10.42- and 7.69-fold, respectively. Meanwhile, the DEGs *cysE*, *cysK*, *hisG*, *hisZ*, *nodI*, *oppA*, and *macB* involved in biosynthesis of amino acids and antibiotics, and ABC transporters pathway also were downregulated.

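The serine acetyltransferase gene *cysE* fell in RPF with log2FC -1.64 (standard error 0.25, adjusted p = 0.039), from 200.3 CPM in CG to 64.4 ± 0.614 CPM in OS (SD, n = 2). The cysteine synthase gene *cysK* had log2FC -1.31 (standard error 0.24, adjusted p = 0.0747), and the histidine genes *hisG* and *hisZ* had -1.48 (standard error 0.62) and -2.16 (standard error 0.54). The ABC transporter gene *macB* had -1.18 (standard error 0.31), and *nodI* had -1.03 (standard error 0.37) at LGG_RS02800 and -1.37 (standard error 0.48) at LGG_RS02940. The peptide-binding gene *oppA* had -1.17 (standard error 0.24) at LGG_RS09365, -0.12 at LGG_RS07940 and 0.30 at LGG_RS13405. Of these 10 genes, 1 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 7 were lower at an unadjusted p under 0.05. With either Ribo-seq OS library left out, 6 more genes passed.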

### Effect of Osmotic Stress on the Dynamic Profiles of Translation Efficiency and Transcription

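The aldose epimerase gene *galM* (LGG_RS08870) and the gene *ykfC*, named after a cell wall peptidase, fell in TE with log2FC -4.15 (standard error 0.39, adjusted p = 0.00438) and -3.41 (standard error 0.29, adjusted p = 0.00438). The mRNA of *galM* rose with log2FC 2.96 (standard error 0.26), while the RPF level of *ykfC* fell with -4.44 (standard error 0.25). The TE of *copB* and *rbsR* fell with -3.18 (standard error 0.58) and -3.08 (standard error 0.69). Over the genes tested, TE rose in 353 and fell in 335 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1130 had an unadjusted p under 0.05. With fold changes of the deposited FPKM and no test, TE rose in 448 and fell in 556, and with limma on log2(FPKM + 1) it rose in 290 and fell in 362, so which direction holds more genes depends on the setting. Leaving out OS1 of RNA-seq gave 55 genes, and leaving out OS2 60, since the spread then came from the Ribo-seq pair alone. Leaving out OS1 or OS2 of Ribo-seq gave 940 and 992. In TE, *galM* and *ykfC* passed without any 1 of the OS libraries, while *copB* and *rbsR* did not without an RNA-seq OS library. In the TE fits each gene has 1 dispersion for both assays, which the Ribo-seq libraries raise and the less variable RNA-seq libraries lower. The fitted biological coefficient of variation was 0.164 for TE, between 0.0585 in RNA-seq and 0.234 in Ribo-seq. A TE standard error can thus lie below that of the RPF change, and the TE p-values may understate the Ribo-seq spread.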

TEs of 363 and 386 DEGs were upregulated and downregulated, respectively, which suggested that TE played an important role in response to osmotic stress in LGG (Figure 5A and Supplementary Table 3). GO annotation showed that these DEGs were mainly enriched in cell part, membrane part, binding, catalytic activity, metabolic process, biological regulation, localization, cellular, and single-organism process (Figure 5B). KEGG pathway analysis indicated that these DEGs were mainly involved in biosynthesis of secondary metabolites, biosynthesis of antibiotics, amino acids metabolism, pyruvate metabolism, carbon metabolism, purine metabolism, glycolysis pathway, ribosome assembly, the two-component system, ABC transporters, PTS pathways (Supplementary Table 4). The DEGs *rpsD*, *rpsT*, *rpmG*, *rpsQ*, *rpsC*, *rpsS*, *rpsJ*, *rpsZ*, *purD*, *purH*, *purN*, *purK*, *desR*, *yvfT*, *bceB*, *ywqE*, *iphP*, *htrA*, *opuCD*, *opuCC*, *opuCB*, and *opuCA* were involved in ribosome assembly, purine metabolism, the two-component system, and ABC transporters pathways, and their TEs were downregulated. 

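The ribosomal protein genes *rpsS*, *rpsJ* and *rpsZ* fell in TE with log2FC -1.38 (standard error 0.29), -1.09 (standard error 0.20) and -2.19 (standard error 0.62), while their mRNA rose with 2.60, 1.63 and 2.37. The genes *opuCA*, *opuCB*, *opuCC* and *opuCD* encode an osmoprotectant transporter, and their TE fell with -1.80 (standard error 0.26), -1.05 (standard error 0.26), -2.32 (standard error 0.23) and -2.07 (standard error 0.22). The *opuCC* mRNA went from 178 CPM in CG to 487 ± 12.1 CPM in OS (SD, n = 2), and its RPF level from 181 to 98.5 ± 8.04 CPM. Of the sensor and regulator system genes, *yvfT*, *bceB*, *ywqE*, *iphP* and *htrA* fell in TE with -1.26, -1.39, -1.11, -1.66 and -1.28. The TE of *rpsQ* was -1.15 (standard error 0.35, adjusted p = 0.0548) and that of *desR* -1.30 (standard error 0.47, adjusted p = 0.0831), and these did not pass. Of the 22 genes, 20 passed in TE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 22 had an unadjusted p under 0.05. In mRNA, 13 of the 22 rose and 4, the purine genes, fell. With either RNA-seq OS library left out, 2 of the 20 passed in TE, and in mRNA 14 of the 17 passed without OS1 and 13 without OS2.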

Other DEGs, such as *secG*, *dppC*, *comA*, *yidC*, *manZ*, and *lacF* were involved in quorum sensing and PTS pathways and their TEs were upregulated.

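The lactose PTS gene *lacF* (LGG_RS03070) rose in TE with log2FC 4.03 (standard error 0.86, adjusted p = 0.0222), which rests on 7 mRNA counts in OS. The competence transporter gene *comA* rose with 2.92 (standard error 0.50, adjusted p = 0.0136), with mRNA log2FC -1.82 (standard error 0.35). The dipeptide transport gene *dppC*, the membrane insertase gene *yidC* and the mannose PTS gene *manZ* (LGG_RS01620) rose with 1.33 (standard error 0.29), 1.32 (standard error 0.23) and 1.68 (standard error 0.44). The secretion gene *secG* had 1.51 (standard error 0.47, adjusted p = 0.0568). Of the 6 genes, 5 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and these 5 fell in mRNA. When an RNA-seq OS library was left out, 0 passed in TE and 1 in mRNA.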

**FIGURE 5:**
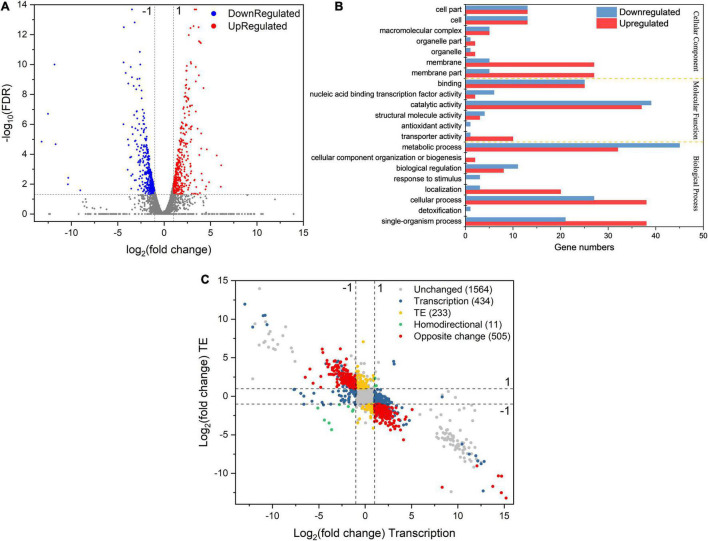
**(A)** The volcano plot of DEGs’ TE response under osmotic stress. **(B)** GO annotation of differentially expressed genes with largely changed translation efficiency under sodium lactate stress. **(C)** Simultaneous monitoring of the distribution of log_2_fold change TE and corresponding log_2_fold change mRNA abundance in *L. rhamnosus* ATCC 53103 under osmotic stress. The four dash lines indicate log_2_fold change values –1 or + 1.

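The elongation factor gene *tuf*, with a high mRNA level in OS, had a TE log2FC of 1.85 (standard error 0.18) against CG, and *gap* had 0.31 (standard error 0.28). These are changes against CG and not TE levels within OS. In OS1, *tuf* took 3.47% of the mRNA counts and 1.17% of the RPF counts, and in OS2 3.46% and 1.285%. For *gap* these shares were 5.85% and 4.00% in OS1, and 5.77% and 5.26% in OS2. Across 2447 genes in OS, log2 mRNA level and log2 TE had a Pearson r of -0.216, and genes are not independent replicates. Both genes were chosen after their values were seen, and the *tuf* TE passed the test but did not without OS1 (adjusted p = 0.0674) or OS2 (adjusted p = 0.066) of RNA-seq. TE contains the mRNA level as its denominator, and data simulated with an equal TE in all genes gave a mean r of -0.00267 over 50 simulations. With mRNA from OS1 and TE from OS2, r was -0.200, and with the libraries exchanged it was -0.202. Over all genes above 0 in both assays, without the filter, r was -0.344.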

The calculation and analysis showed that the Pearson correlation coefficient between mRNA abundance and TE was –0.5845 (Supplementary Figure 4). This showed that transcription abundance affected TE. Hence, the distribution of DEGs was classified into different groups based on the regulation of TE and gene expression at the transcription level (Figure 5C). 

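The teichoic acid gene *dltB* fell in mRNA with log2FC -1.10 (standard error 0.07), with a TE log2FC of 0.71 (standard error 0.38), and the cell division genes *minC* and *ftsX* fell in mRNA with -1.53 and -1.32 and rose in TE with 1.93 and 1.61. The methionine gene *metE* rose in mRNA with 1.25 (standard error 0.16), with a TE log2FC of -0.95 (standard error 0.29). Across 2447 genes, the mRNA change and the TE change had a Pearson r of -0.766 and a covariance of -1.43. Both changes contain the RNA-seq values, and simulated data without any change gave an r of -0.331 and a covariance of -0.0395. The *dltB* and *metE* mRNA and the *minC* and *ftsX* TE did not pass when OS1 or OS2 of RNA-seq was left out. Genes are not independent replicates, and these genes were chosen after their values were seen.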

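The ribosomal protein genes *rpsN* (LGG_RS04200) and *rplJ* changed in mRNA in opposite directions, with log2FC -1.34 (standard error 0.16) and 1.03 (standard error 0.07), and had TE log2FC 0.15 (standard error 0.23) and -0.17 (standard error 0.22). The fatty acid genes *accA*, *fabZ* (LGG_RS10170) and *pksA* had TE log2FC 0.11, 0.07 and -0.48 (standard errors 0.31, 0.36 and 0.74). The purine gene *purF*, with mRNA log2FC -6.85 (standard error 0.10), had a TE log2FC of 0.08 (standard error 0.51). The tryptophan synthase gene *trpA* fell in mRNA with -1.33 (standard error 0.50, adjusted p = 0.012) and had a TE log2FC of 1.26 (standard error 1.04). In TE, *tcyJ* had -2.97 (standard error 0.78, adjusted p = 0.0363), with 1 mRNA count in CG, and *nodI* at LGG_RS04695 had 1.36 (standard error 0.33, adjusted p = 0.0294). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 217 genes rose and 155 fell in mRNA without a call in TE. With OS1 of Ribo-seq left out the class held 246 genes, and with OS2 left out 234, while it held 609 with a replicate block and 1029 with no fold minimum. Together with *tauA* and a second *nodI* (LGG_RS07510), 11 genes passed in mRNA, of which 5 did without OS1 of RNA-seq and 6 without OS2. In TE, neither *tcyJ* nor *nodI* (LGG_RS04695) passed without OS1 or OS2 of RNA-seq or with the block.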

A total of 434 DEGs were regulated only at the transcription level while their TEs were not regulated, such as *rpsN*, *rplJ*, *accA*, *fabZ*, *pksA*, *tauA*, *tcyJ*, *nodI*, *purF*, and *trpA*. They were mainly involved in the assembly of ribosomes, fatty acid biosynthesis and metabolism, PTS, ABC transporters, and metabolism of starch, sucrose, purine, fructose, mannose, amino sugar, and nucleotide sugar pathways (Supplementary Table 5). TEs of 233 DEGs were regulated while their expressions were not regulated at the transcription level, such as *cysE*, *cysK*, *sdaAB*, *ilvE*, *tpiA*, *glcK*, *kdgK*, *rhaD*, and *ssdA*. They were mainly involved in the metabolism of cysteine and methionine, glycolysis, and microbial metabolism in diverse environment pathways (Supplementary Table 6). 

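The cysteine genes *cysE* and *cysK* fell in TE with log2FC -2.05 (standard error 0.24) and -1.41 (standard error 0.23). The aminotransferase gene *ilvE*, the triose-phosphate isomerase gene *tpiA*, the sugar kinase gene *kdgK* and *ssdA* fell with -1.16, -1.05, -1.32 and -1.16. The serine dehydratase gene *sdaAB*, the glucokinase gene *glcK* and the aldolase gene *rhaD* rose, with 1.37 (standard error 0.24) for *sdaAB* and 1.33 (standard error 0.18) for *glcK*. The adjusted p of the 9 genes ranged from 0.00627 to 0.0395 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and their mRNA log2FC from -0.85 for *sdaAB* to 0.72 for *kdgK*. With either RNA-seq OS library left out, 0 of the 9 passed in TE. Over all genes, 96 rose and 113 fell in TE without a call in mRNA, and without OS1 or without OS2 of RNA-seq 8 did in all. Leaving out OS1 of Ribo-seq, the class held 332 genes, and without OS2 372, while it held 57 with a replicate block.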

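The manganese transport gene *mntH* (LGG_RS11535) fell in mRNA with log2FC -1.53 (standard error 0.08) and in TE with -1.69 (standard error 0.24, adjusted p = 0.00872). The formate-tetrahydrofolate ligase gene *fhs*, which supplies formyl groups for purines, fell in mRNA with -1.60 (standard error 0.08) and in TE with -1.87 (standard error 0.19, adjusted p = 0.00503). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 genes fell in both mRNA and TE, and 0 rose in both. The 7 were *fhs*, *purD*, *purH*, *purN*, *purK* (LGG_RS08730), *ykfC* and *mntH*, the last chosen after its values were seen. At an unadjusted p under 0.05, 9 genes fell and 0 rose in both, and DESeq2's Wald test gave 7 genes in all. Leaving out OS1 of RNA-seq gave 2 and leaving out OS2 gave 3, neither with *fhs* or *mntH*, while leaving out OS1 or OS2 of Ribo-seq gave 13.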

Only 11 DEGs were regulated at the transcription level, while their TEs were also regulated, and their regulations had similar trends. These DEGs included *fhs*, *purH*, *purN*, *accD*, *accB*, *purD*, *purK*, and *potC*. They were mainly involved in the metabolism of purine, fatty acid, propanoate, carbon, and pyruvate pathways (Supplementary Table 7). 

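The purine genes *purH* and *purD* fell in TE with log2FC -4.27 (standard error 0.54, adjusted p = 0.00693) and -3.40 (standard error 0.29, adjusted p = 0.00438), beyond their fall in mRNA. The purine genes *purN* and *purK* (LGG_RS08730) also fell in TE, *purN* with an adjusted p of 0.0131 and *purK* with log2FC -1.45 (standard error 0.23). The carboxylase genes *accD* and *accB* had TE log2FC -1.00 (standard error 0.30, adjusted p = 0.0525) and -1.26 (standard error 0.51, adjusted p = 0.107), which did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The polyamine transport gene *potC* rose in TE with 2.41 (standard error 0.47, adjusted p = 0.0175), with mRNA log2FC 0.84 (standard error 0.17), which did not pass. Of all 13 purine genes, 4 fell in TE and 1 rose (*purE*, 1.74, standard error 0.31, chosen after its values were seen), with equal counts when adjusted over the list alone. With either RNA-seq OS library left out, *purH* and *purD* passed in TE, while *purN*, *purK*, *purE* and *potC* did not.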

TEs of 286 DEGs were downregulated while their expressions were upregulated at the transcription level. These DEGs were mainly involved in pathways of biosynthesis and metabolism of amino acids, antibiotic biosynthesis, the citrate cycle, glycolysis, glutathione metabolism, carbon metabolism, amino sugar metabolism, nucleotide sugar metabolism, pyrimidine metabolism, and ribosome assembly. Such as the DEGs *dapB* and *dapH* were involved in lysine biosynthesis via the succinyl-DAP and acetyl-DAP pathways, respectively. 

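The pyruvate dehydrogenase gene *pdhA* rose in mRNA with log2FC 1.73 (standard error 0.09) and fell in TE with -1.85 (standard error 0.50). The lactate dehydrogenase gene *ldh1* (LGG_RS02870) rose in mRNA with 1.52 (standard error 0.14) and fell in TE with -2.12 (standard error 0.38). The pyrimidine gene *pyrD* rose in mRNA with 1.01 (standard error 0.15) and fell in TE with -2.13 (standard error 0.27). In all, 215 genes rose in mRNA and fell in TE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where 59.1 were expected if the calls were independent. The shared RNA-seq libraries contribute to this excess, since each enters both changes with opposite signs. Of these genes, *pdhA* and *pyrD* passed neither in mRNA nor in TE without OS1 or OS2 of RNA-seq, and *ldh1* did not in TE, nor in mRNA without OS1. The class held 18 genes without OS1 of RNA-seq, and without OS2 16. It held 405 with fold changes of the deposited FPKM and no test, 269 with limma on log2(FPKM + 1) and 98 with a replicate block. The genes *pdhA*, *ldh1* and *pyrD* were chosen after their values were seen.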

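The *dapB* mRNA rose from 148 CPM in CG to 483 ± 13.9 CPM in OS (SD, n = 2), with log2FC 1.70 (standard error 0.11), while its RPF level was 176 CPM in CG and 177 ± 14.6 CPM in OS. Its TE log2FC was -1.69 (standard error 0.22, adjusted p = 0.00769, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *dapH* mRNA log2FC was 1.06 (standard error 0.10) and its TE log2FC -1.19 (standard error 0.27, adjusted p = 0.0248). The ornithine decarboxylase gene *speF* had 1.11 (standard error 0.14) in mRNA and -1.01 (standard error 0.28, adjusted p = 0.0398) in TE. Of 12 lysine genes, 3 rose in mRNA (*dapB*, *dapH* and *lysA*), and the same 3 fell in TE, while 1 (*dapX*, LGG_RS10405) rose in TE. The counts were equal when adjusted over the list alone, and *lysA* and *dapX* were chosen after their values were seen. When OS1 or OS2 of RNA-seq was left out, none of *dapB*, *dapH*, *lysA*, *dapX* and *speF* passed in TE, *dapH* and *speF* did not pass in mRNA, and *lysA* did not without OS1.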

*SpeF* was involved in arginine and proline metabolism. 

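The genes *rpsT*, *rpsC*, *rpsD* and *rpmG* encode proteins of the small and large ribosomal subunits, and the mRNA of each rose while its TE fell. The *rpsT* mRNA went from 134 CPM in CG to 621 ± 46.4 CPM in OS (SD, n = 2), with log2FC 2.21 (standard error 0.11), and its TE log2FC was -1.93 (standard error 0.26, adjusted p = 0.00776). The *rpsC* and *rpsD* mRNA log2FC were 1.93 (standard error 0.09) and 1.36 (standard error 0.07), and their TE log2FC -1.22 (standard error 0.25) and -1.16 (standard error 0.24). The *rpmG* (LGG_RS09160) mRNA log2FC was 1.52 (standard error 0.27), and its TE log2FC -1.98 (standard error 0.55, adjusted p = 0.0419). In RPF, *rpsC*, *rpsD*, *rpsT* and *rpmG* had log2FC 0.71, 0.19, 0.26 and -0.46, and none passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When OS1 or OS2 of RNA-seq was left out, none of *rpsT*, *rpsC*, *rpsD* and *rpmG* passed in TE, and *rpmG* did not in mRNA.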

The DEGs *rpmG*, *rpsC*, *rpsD*, and *rpsT* were involved in ribosome functional group assembly. 

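The elongation factor P gene *efp* fell in mRNA with log2FC -1.78 (standard error 0.08) and rose in TE with 1.33 (standard error 0.24). The histidine gene *hisE* fell in mRNA with -2.56 (standard error 0.50) and rose in TE with 2.64 (standard error 0.75). The nucleosidase gene *mtnN* fell in mRNA with -1.60 (standard error 0.11) and rose in TE with 1.59 (standard error 0.31). These genes were chosen after their values were seen. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 257 genes fell in mRNA and rose in TE, where 60.4 were expected if the calls were independent, and the shared RNA-seq libraries contribute to this excess. None of *efp*, *hisE* and *mtnN* passed in TE without OS1 or OS2 of RNA-seq, nor did *hisE* in mRNA. The class held 27 genes without OS1 of RNA-seq, and without OS2 33. It held 257 with fold changes of the deposited FPKM and no test, 185 with limma on log2(FPKM + 1) and 137 with a replicate block. Genes that rose in mRNA and fell in TE numbered 215 in the main test, 405 with these FPKM folds, 269 with limma and 98 with the block, so which of the 2 classes is larger depends on the setting.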

The mapped reads of these DEGs are shown in Figures 6A–D. TEs of 219 DEGs were upregulated and their expressions were downregulated at the transcription level. These DEGs mainly involved in pathways of protein export, ABC transporters, and two-component system (Supplementary Table 8). The DEGs included *lspA*, *yheI*, *ecfT*, and *dltC*, and the mapped reads are shown in Figures 6E–H.

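The signal peptidase gene *lspA* had an mRNA level of 174 CPM in CG and 35.5 ± 0.168 CPM in OS (SD, n = 2), with log2FC -2.29 (standard error 0.15), and its TE rose with 3.42 (standard error 0.27). The ABC transporter gene *yheI* and the vitamin transport gene *ecfT* (LGG_RS11740) fell in mRNA with -1.64 (standard error 0.10) and -2.40 (standard error 0.10), and rose in TE with 2.44 (standard error 0.23) and 2.43 (standard error 0.24). The *dltC* mRNA went from 2071 CPM to 218 ± 5.37 CPM, and its TE rose with 3.46 (standard error 0.20). The TE adjusted p of these 4 genes ranged from 0.00358 to 0.00465 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 passed in mRNA and TE without OS1 or without OS2 of either assay. In RPF, *lspA*, *yheI*, *ecfT* and *dltC* had log2FC 1.12, 0.78, 0.02 and 0.20, and none passed, while 1 of the 4 did without OS1 or OS2 of Ribo-seq.

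**Figure D4:**
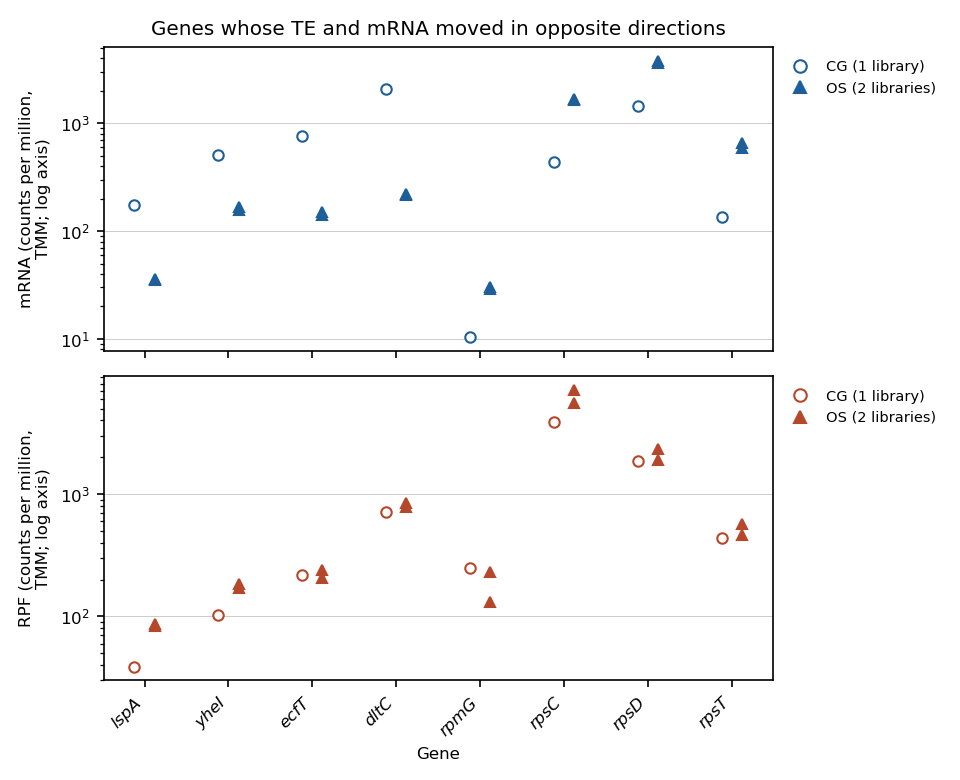
Levels of *lspA*, *yheI*, *ecfT*, *dltC*, *rpmG*, *rpsC*, *rpsD* and *rpsT* in mRNA (top) and RPF (bottom), in CPM on log axes, with the CG library as an open circle and the 2 OS libraries as triangles. The *ecfT* mRNA level is 766 CPM in CG and 145 ± 5.56 CPM in OS (SD, n = 2), while its RPF level is 219 and 222 ± 24.2 CPM.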

**FIGURE 6:**
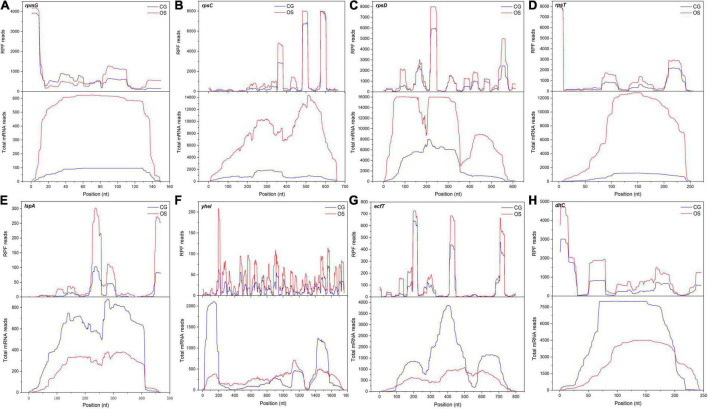
The mapped reads of DEGs with regulated TE and transcript under osmotic stress. **(A–H)** The DEGs were *rpmG, rpsC, rpsD, rpsT, lspA, yheI, ecfT* and *dltC*, respectively.

### Effects of Osmotic Stress on Ribosomes Accumulation in Open Reading Frame Regions

Codon resolution is one of the advantages of ribosome profiling. To evaluate the translation events, the average occupancy of ribosomes was calculated around the start and stop codons. The footprints increased significantly under osmotic stress in *L. rhamnosus* ATCC 53103, which mapped to the initiation region around the 5′-end approximately at the –15 position (Figure 7A). In addition, ribosome occupancy from the nucleotide –100 to the end codon was also higher in OS than that in CG (Figure 7B). 

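The genes *pdhB* and *pdhD* encode parts of the pyruvate dehydrogenase complex, and *metF* encodes a reductase of methionine synthesis. The *pdhD* RPF level was 1706 CPM in CG and 2442 ± 144 CPM in OS (SD, n = 2), with log2FC 0.52 (standard error 0.25, adjusted p = 0.338). The *pdhB* RPF level was 917 CPM in CG and 1176 ± 154 CPM in OS, with log2FC 0.36 (standard error 0.26, adjusted p = 0.518). The *metF* RPF log2FC was 0.64 (standard error 0.34, adjusted p = 0.37). The RPF level of each gene was higher in both OS libraries than in CG, and 0 of the 3 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, DESeq2's Wald test or an unadjusted p under 0.05. These levels are sums over whole genes, so they cannot show where on a gene footprints accumulate and do not test the paper's occupancy profiles. In mRNA, *pdhB*, *pdhD* and *metF* rose with log2FC 1.31, 2.02 and 1.99 (standard errors 0.09, 0.09 and 0.22).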

A few typical DEGs had higher ribosome occupancy under osmotic stress, such as *pdhB*, *pdhD*, and *metF* (Figures 7C–E). TEs of these DEGs were downregulated under osmotic stress.

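The TE of *pdhD* fell with log2FC -1.50 (standard error 0.19, adjusted p = 0.00728) and that of *metF* with -1.35 (standard error 0.32, adjusted p = 0.0294, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The TE of *pdhB* had log2FC -0.94 (standard error 0.24, adjusted p = 0.0357), which is within the fold threshold. With an RNA-seq OS library left out, neither *pdhD* nor *metF* passed in TE, and *pdhB* passed without OS2 of Ribo-seq.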

**FIGURE 7:**
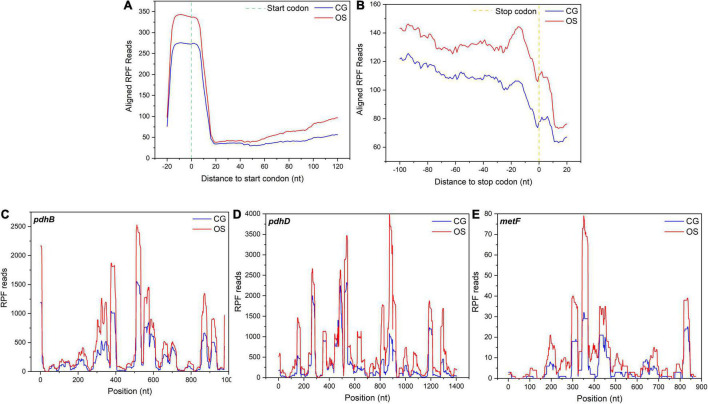
**(A)** Alignments of RPF reads in the 5′UTR of all mapped genes in a 20-nucleotide distance to start codon. **(B)** Alignments of the RPF reads in 3′UTR of all mapped genes in a 20-nucleotide distance to stop codon. **(C–E)** Three representative genes, *pdhB*, *pdhD*, and *metF*, with their ribosome footprint densities increased under osmotic stress in *L. rhamnosus* ATCC 53103.

## Discussion

The total reads were obtained from CG and OS samples, and the mapping efficiency of RPF samples was relatively low (∼20%) in this study. The present result was similar to *Saccharomyces cerevisiae* (16%) under starvation stress (Ingolia et al., 2009). It might be due to the large number of rRNAs that were removed. During translation, ribosome read density distribution moves three nucleotides simultaneously. Hence the representative feature of read density distribution is the triplet periodicity (Ingolia et al., 2009; Guo et al., 2010; Chew et al., 2013). The three-nucleotide periodicity were clearly observed in both CG and OS samples. The present result was similar with yeast, maize, and *Arabidopsis* under starvation, drought, dark, and sublethal hypoxia conditions, respectively (Ingolia et al., 2009; Chew et al., 2013; Liu et al., 2013; Juntawong et al., 2014; Lei et al., 2015).

Using RNA sequencing coupled with ribosome profiling, the changes of genome-wide gene expression were not only explored at the translation and transcription levels but also the interactions were revealed between both regulation levels under osmotic stress in *L. rhamnosus* ATCC 53103. Many DEGs were involved in fatty acid biosynthesis and metabolism, ribosomes, purine metabolism pathways, ABC transporters, and PTS pathways at the translation and transcription levels. As a stress sensor, ribosomes mediate the synthesis and attenuation of proteins in response to stress (Shcherbik and Pestov, 2019). 

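Of 54 genes, 25 rose and 2 fell in mRNA, with a median log2FC of 0.79, and the counts were equal when adjusted over the list alone. In RPF, 49 of 55 genes were higher in OS, with a median log2FC of 0.69, and 0 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 12 rose and 1 fell in RPF, at an unadjusted p under 0.05 the counts were 13 and 1, and DESeq2's Wald test called 12. In TE, 7 rose and 7 fell, or 7 and 8 when adjusted over the list alone. The camera test gave adjusted p values of 0.00504 in mRNA and 4.96e-08 in RPF, against 0.857 and 0.795 with an estimated correlation. When OS1 or OS2 of RNA-seq was left out, 18 and 19 genes passed in mRNA and 0 and 0 in TE, and 15 passed in RPF without OS1 and also without OS2 of Ribo-seq.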

The DEGs involved in ribosome assembly were upregulated under osmotic stress in *L. rhamnosus* ATCC 53103. It is essential for bacterial survival to strictly regulate fatty acid biosynthesis and metabolism (Yang et al., 2019). *FabH* catalyzes the type II fatty acid initiation biosynthesis reactions (Lai and Cronan, 2003). *FabZ* codifies a dehydratase, introduces double bonds into the carbon chain, and stimulates the production of unsaturated fatty acid (Siroli et al., 2020). However, these DEGs involved in fatty acid biosynthesis and metabolism pathways were downregulated at both levels. This reflected that *L. rhamnosus* needed to save cellular metabolic energy and increase environmental adaptation by limiting fatty acid biosynthesis (Adu et al., 2018). Purine metabolism was activated in the bacteria in response to environmental stress (Goncheva et al., 2019). As the genetic information transmitters and phosphate group donors, purine intermediates were not only involved in signal mediation but also ensured the living cell energy supply in response to environment stress. *L. rhamnosus* reduced growth rate under osmotic stress, and the DEGs involved in the purine metabolism pathway were downregulated at the translation and transcription levels. The synthesis of purine is energetically expensive (Peifer et al., 2012). The reduction of synthesis of purine maintained the stability of *L. rhamnosus* ATCC 53103 intracellular pool size, helped cells save energy, and keep cells growing slowly under osmotic stress (Shimaoka et al., 2007). Similarly, downregulated DEGs in the PTS pathway at the translation level also showed that conservation of energy was beneficial for *L. rhamnosus* ATCC 53103 in response to osmotic stress (Ganesan et al., 2007).

A total of 752 DEGs only were regulated only at the transcription level and 247 DEGs were regulated only at the translation level in the present study. These results indicated that *L. rhamnosus* ATCC 53103 regulated gene expression at the two levels independently under osmotic stress. Although translation regulation was not to generate new mRNA, it could be regarded as a rapid and direct environmental response (Sonenberg and Hinnebusch, 2009). Therefore, translation regulation plays a relatively independent and fine-tuning role in response to stress (Lackner et al., 2012). Genes regulated at the transcription level can be a barometer for the follow-up translation change (Lei et al., 2015). Genes upregulated only at the transcription level showed that *L. rhamnosus* ATCC 53103 regulated mRNA abundance to recover the TE reduction under osmotic stress. The ample mRNA provided a spare pool to facilitate the translation regulation immediately when osmotic stress abates in the future (Shenton et al., 2006). The interaction between the translation and transcription response boosts the gene expression flexibility, which makes for osmotic stress adaptation of *L. rhamnosus* ATCC 53103. Severe and rapid stresses might result in response quickly and independently of gene expression at translation and transcription levels; while moderate and chronic stresses might lead to more coordinated regulation at both levels (Lei et al., 2015).

The intracellular amino acid concentration is crucial for bacteria in response to osmotic stress (Gaucher et al., 2019). The DEGs involved in the amino acid biosynthesis pathway were upregulated at the transcription level under osmotic stress in the present study. A similar phenomenon was found under stress in other LAB (Papadimitriou et al., 2016). However, the reduction of TEs of the amino acid biosynthesis gene cluster resulted in the accumulation of uncharged tRNAs, lowering its activity and reducing the rates of overall protein synthesis (Spriggs et al., 2010). TEs of DEGs related to ribosome assembly were downregulated under osmotic stress, resulting in decreasing the freely available ribosome complexes for translation, affecting the mRNA translation, thereby reducing the production of protein and altering proteome allocation by the translation regulation (Song et al., 2018). This regulation would be crucial to the conservation of energy under osmotic stress. The TEs of DEGs involved in protein export, ABC transporters, and the two-component system were upregulated. The two-component system is made up primarily of a response regulator and histidine kinase, which associate with the cell membrane. LAB often regulates the expression of genes enriched in the two-component system to cope with environmental stress (Zhang et al., 2017). Osmotic stress showed a significant correlation with biosynthesis and metabolism of secondary metabolites and antibiotics. These changes might help *L. rhamnosus* ATCC 53103 to reprogram translation to adapt to the osmotic stress. The existence of various parallel mechanisms at the transcription and translation levels were to maintain the balance between survival and growth of *L. rhamnosus* ATCC 53103 under osmotic stress (Durfee et al., 2008).

Under osmotic stress, ribosome occupancy in the initiation region from the nucleotide –100 to the end codon increased dramatically. Furthermore, it was higher than that of the normal condition in the present study. It suggested that ribosomes pausing at initiation and later elongation steps was a general ribosome reaction under osmotic stress in prokaryotes (Shalgi et al., 2013). The accumulation of ribosomes resulted in increasing the ribosome density and the fraction of stalled bound ribosomes. This phenomenon would create traffic jams on all mRNAs and affect the TE (Zhang et al., 2017). Meanwhile, with the increase of bound ribosomes, the amount of tRNAs on mRNAs increased and the free tRNAs pool decreased. The reduction of free tRNAs pool would decrease translation initiation and elongation rates, reduce genes TE, and further retard the production of total protein (Shah et al., 2013). Therefore, translation dynamics of *L. rhamnosus* ATCC 53103 would change under osmotic stress. The global TE downregulation would provide another way to reduce the production of protein and promote survival of *L. rhamnosus* ATCC 53103 under osmotic stress.

## Conclusion

Based on ribosome profiling and RNA-seq, the study focused on a landscape of highly dynamic translation and transcription regulation, and revealed the changes of TEs of DEGs under osmotic stress in *L. rhamnosus* ATCC 53103. The DEGs involved in the purine metabolism pathway were downregulated at the translation and transcription levels under osmotic stress. The TEs of DEGs involved in fatty acid biosynthesis and metabolism pathways were not regulated, although these DEGs were downregulated at the translation and transcription levels. Abundant DEGs involved in the biosynthesis of amino acid pathways and ribosome assembly were upregulated at the transcription level and the TEs of these DEGs were downregulated. TEs of DEGs related to protein export, ABC transporters, and the two-component system were upregulated. The ribosome footprints accumulated in the ORF regions, resulting in impaired translation initiation and elongation under osmotic stress. *L. rhamnosus* ATCC 53103 controlled the balance between cell survival and growth by using transcription and translation parallel mechanisms under osmotic stress.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE188929.

## Author Contributions

XF conceived and supervised the study. XF, TB, and HY designed the experiments. ZoZ, KZ, and XiL performed the experiments. XuL and ZhZ analyzed the data. XF and ZF wrote the manuscript. All authors have read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://www.rproject.org/

2
https://www.ncbi.nlm.nih.gov/nuccore/NC_013198.1

## Supplementary Material

Supplementary Figure 1 Effects of different sodium lactate concentration on the growth of *L. rhamnosus* ATCC 53103. **(A)** Growth curve of *L. rhamnosus* ATCC 53103 under different sodium lactate concentration. **(B)** The viable count of *L. rhamnosus* ATCC 53103 under different sodium lactate concentration.

Supplementary Figure 2 Overview of experimental design. RNA-seq and ribosome profiling were performed on CG and OS.

Supplementary Figure 3 Correlation of gene expression of mRNA abundance with Ribo-seq abundance of OS.

Supplementary Figure 4 Correlation of gene expression of mRNA abundance with gene translation efficiency of OS.

# Supplementary material for: Ribosome Profiling and RNA Sequencing Reveal Genome-Wide Cellular Translation and Transcription Regulation Under Osmotic Stress in Lactobacillus rhamnosus ATCC 53103
**Source:** Front Microbiol. 2021 Nov 25;12:781454. doi: 10.3389/fmicb.2021.781454
**Supplement:** Supplementary file 8

Table S4 DEGs enrichment result of TE with KEGG pathway analysis.

# Supplementary material for: Ribosome Profiling and RNA Sequencing Reveal Genome-Wide Cellular Translation and Transcription Regulation Under Osmotic Stress in Lactobacillus rhamnosus ATCC 53103
**Source:** Front Microbiol. 2021 Nov 25;12:781454. doi: 10.3389/fmicb.2021.781454
**Supplement:** Supplementary file 9

Table S5 DEGs regulated on transcription enrichment result of TE with KEGG pathway analysis.

# Supplementary material for: Ribosome Profiling and RNA Sequencing Reveal Genome-Wide Cellular Translation and Transcription Regulation Under Osmotic Stress in Lactobacillus rhamnosus ATCC 53103
**Source:** Front Microbiol. 2021 Nov 25;12:781454. doi: 10.3389/fmicb.2021.781454
**Supplement:** Supplementary file 10

Table S6 DEGs regulated on TE enrichment result of TE with KEGG pathway analysis.

| Pathway | Pvalue | Pathway ID | Gene name |
| --- | --- | --- | --- |
| Cysteine and methionine metabolism | 0.005 | ko00270 | *cysE, cysK, sdaAB, ilvE, ldh, ldh1* |
| Vitamin B6 metabolism | 0.006 | ko00750 | *THNSL1* |
| Glycolysis / Gluconeogenesis | 0.027 | ko00010 | *bglA, galM, tpiA, glcK, ldh, ldh1* |
| Sulfur relay system | 0.030 | ko04122 | *Ldb0724, mnmA* |
| Streptomycin biosynthesis | 0.054 | ko00521 | *suhB, glcK, rfbC* |
| Microbial metabolism in diverse environments | 0.061 | ko01120 | *kdgK, GOX1705, tal, cysK, galM, tpiA*  *fruA, glcK, rhaD, THNSL1, ssdA, ldh, ssdA* |
| Valine, leucine and isoleucine degradation | 0.068 | ko00280 | *ykwC, ssdA* |
| Neomycin, kanamycin and gentamicin biosynthesis | 0.075 | ko00524 | *glcK* |
| Biosynthesis of antibiotics | 0.078 | ko01130 | *GOX1705, tal, cysE, cysK, galM, tpiA, sdaAB, acpP, glcK, ilvE, rfbC, ldh, ldh1* |
| Biosynthesis of secondary metabolites | 0.103 | ko01110 | *GOX1705, tal, cysE, cysK, galM, tpiA, sdaAB, glcK, glgA, ilvE, THNSL1, dapX, hpt, Ldh, ldh1* |
| Carbon metabolism | 0.135 | ko01200 | *kdgK, GOX1705, tal, cysK, tpiA, sdaAB, glcK* |
| Nicotinate and nicotinamide metabolism | 0.142 | ko00760 | *nadD, ssdA* |
| Valine, leucine and isoleucine biosynthesis | 0.145 | ko00290 | *ilvE* |
| Lysine degradation | 0.145 | ko00310 | *ssdA* |
| Biosynthesis of secondary metabolites - unclassified | 0.145 | ko00999 | *acpP* |
| Metabolic pathways | 0.163 | ko01100 | *kdgK, GOX1705, ykwC, manZ, manX, tal, cysE, cysK, galM, yqgN, tpiA, ltaS1, atpB, sdaAB, Ldb0724, suhB, fruA, pyrE, lp_1712, thiN, glcK, nadD, wbgU, glgA, ilvE, THNSL1, dapX, ssdA, hpt, ldh, murF, ldh1* |
| Sulfur metabolism | 0.169 | ko00920 | *cysE, cysK* |
| Bacterial secretion system | 0.169 | ko03070 | *secG, yidC* |
| Inositol phosphate metabolism | 0.197 | ko00562 | *tpiA, suhB* |
| Thiamine metabolism | 0.197 | ko00730 | *Ldb0724, thiN* |
| Protein export | 0.226 | ko03060 | *secG, yidC* |
| Ribosome | 0.237 | ko03010 | *rplU, rplL, rplA, rplK, rpmD, rplP* |
| Biosynthesis of amino acids | 0.266 | ko01230 | *Tal, cysE, cysK, tpiA, sdaAB, ilvE, THNSL1, dapX* |
| Oxidative phosphorylation | 0.312 | ko00190 | *atpB, SH2010* |
| Peptidoglycan biosynthesis | 0.758 | ko00550 | *murF* |
| Alanine, aspartate and glutamate metabolism | 0.794 | ko00250 | *ssdA* |
| Mismatch repair | 0.810 | ko03430 | *mutS2* |
| Homologous recombination | 0.862 | ko03440 | *recR* |
| ABC transporters | 0.888 | ko02010 | *opuCB, potA, potB, opuCA* |
| Quorum sensing | 0.892 | ko02024 | *secG, yidC* |
| Phosphotransferase system (PTS) | 0.947 | ko02060 | *manZ, manX, fruA* |
| Pyrimidine metabolism | 0.968 | ko00240 | *pyrE* |
| Purine metabolism | 0.988 | ko00230 | *hpt* |

# Supplementary material for: Ribosome Profiling and RNA Sequencing Reveal Genome-Wide Cellular Translation and Transcription Regulation Under Osmotic Stress in Lactobacillus rhamnosus ATCC 53103
**Source:** Front Microbiol. 2021 Nov 25;12:781454. doi: 10.3389/fmicb.2021.781454
**Supplement:** Supplementary file 11

Table S7 DEGs regulated on homodirectional enrichment result of TE with KEGG pathway analysis.

| Pathway | Pvalue | Pathway ID | *Gene name* |
| --- | --- | --- | --- |
| One carbon pool by folate | 6.95E-05 | ko00670 | *fhs, purH, purN* |
| Carbon fixation pathways in prokaryotes | 2.07E-04 | ko00720 | *Fhs, accD, accB* |
| Biosynthesis of antibiotics | 2.5E-045 | ko01130 | *purD, purH, purN, purK, accD, accB* |
| Biosynthesis of secondary metabolites | 0.001 | ko01110 | *purD, purH, purN, purK, accD, accB* |
| Purine metabolism | 0.001 | ko00230 | *purD, purH, purN, purK* |
| Fatty acid biosynthesis | 0.007 | ko00061 | *accD, accB* |
| Fatty acid metabolism | 0.007 | ko01212 | *accD, accB* |
| Propanoate metabolism | 0.008 | ko00640 | *accD, accB* |
| Carbon metabolism | 0.014 | ko01200 | *fhs, accD, accB* |
| Metabolic pathways | 0.033 | ko01100 | *fhs, purD, purH, purN, purK, accD, accB* |
| Pyruvate metabolism | 0.033 | ko00620 | *accD, accB* |
| Microbial metabolism in diverse environments | 0.126 | ko01120 | *fhs, accD, accB* |
| ABC transporters | 0.642 | ko02010 | *potC* |

# Supplementary material for: Ribosome Profiling and RNA Sequencing Reveal Genome-Wide Cellular Translation and Transcription Regulation Under Osmotic Stress in Lactobacillus rhamnosus ATCC 53103
**Source:** Front Microbiol. 2021 Nov 25;12:781454. doi: 10.3389/fmicb.2021.781454
**Supplement:** Supplementary file 12

Table S8 DEGs regulated on opposite enrichment result of TE with KEGG pathway analysis.

How the deposited data were processed for this re-analysis (not part of the article)

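The data are 6 libraries of *L. rhamnosus*. Each assay, RNA-seq and Ribo-seq, has 1 library without added sodium lactate (CG) and 2 with 0.6 M sodium lactate (OS1 and OS2). The labels do not state whether an OS number stands for the same culture in both assays. The paper describes both assays on the same sets of parallel populations. The main TE test used no replicate block. The files give, for each library, an estimated count and an FPKM value for each of 2860 genes, of which 1592 carry a symbol.

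The authors made the estimated counts from trimmed reads mapped with Bowtie2 (version 2.2.8) and assigned to genes with RSEM, so that between 1.29 and 1.89% of the RNA-seq values and between 11.9 and 12.5% of the Ribo-seq values are not whole numbers. The authors derived the deposited FPKM values from these counts by gene length and library total. The sample labels name the mouse genome build mm9, while the gene identifiers in the files are those of *L. rhamnosus*, and the files were used by these identifiers.

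The counts were rounded to whole numbers, and the totals lie between 4396179 and 9991386. At these totals the least expressed genes have so few counts that counting error makes up much of their value, and genes below the filter were left out of the tests. R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. Each assay was scaled with TMM on its own, with factors of 0.898 (CG), 1.05 (OS1) and 1.06 (OS2) in RNA-seq and 0.927, 1.06 and 1.01 in Ribo-seq, and filtered with filterByExpr at a minimum count of 10.

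OS was compared with CG within each assay by the quasi-likelihood test of edgeR with 1 residual degree of freedom, and TE as the interaction of assay and condition over 6 libraries with 2. The prior degrees of freedom were infinite in mRNA, 4.36 in RPF and 3.72 in TE. In mRNA, the spread of a gene was thus taken from all genes together and not from its own OS pair. The mRNA standard errors and p-values therefore do not reflect how far that gene differed between OS1 and OS2. P-values were adjusted with the Benjamini-Hochberg method over all genes of a contrast, and a gene was called at an adjusted p under 0.05 and |log2FC| over 1, the thresholds of the paper. Classes at both levels were formed from these calls among the genes tested in both assays, and the count expected from independent calls is given beside them. Correlations of mRNA and RPF levels and between OS libraries use log2(FPKM + 1) unless stated, and that of mRNA level and TE uses log2 FPKM. Correlations of changes use the log2FC of edgeR, while the simulated changes beside them are log2 ratios of CPM + 1 without TMM. The OS1 to OS2 deviations use CPM after TMM.

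Gene lists were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, with adjustment over the lists of a contrast. The second version rests on the residual degrees of freedom, 1 within an assay and 2 for TE, and so has little power to call a list. Of 30 lists, 24 had members by symbol. The files hold no product descriptions, and none of the identifiers in the files occur in the reference gene table, so product patterns could not be matched and no coordinates are given. This departs from the plan, and lists of aminoacyl-tRNA synthetases, PTS transporters and two-component systems were added by symbol after the data were seen. Lists of pili and sortases, prophage genes and transposases had no member by symbol and give no result. The histidine pattern also takes in *hisS*, a tRNA synthetase gene.

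Genes named in the text follow a fixed rule. They are the genes the paper names, located by the identifiers in its Tables S2 and S3, whose values were seen, and for each contrast the 8 largest rises and 8 largest falls among called genes with a symbol, with both OS libraries on the same side of CG and at least 50 counts in a library of each assay. Further genes were chosen after their values were seen, and the text says so. These genes were also recomputed without each OS library.

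The gene lists, the rule for named genes and the alternatives were set before the data were examined. The alternatives were DESeq2's size factors, DESeq2's Wald test, no filter, a filter at 50 counts, no fold minimum, a preset dispersion of 1e-04 or 0.01, fold changes of mean FPKM without a test, limma on log2(FPKM + 1) or log2(FPKM + 0.1), all libraries in a single fit, TMM over all libraries, a replicate block for TE and leaving out each OS library. A setting that joins counting error only, no TMM and fold changes of FPKM was added after the data were seen. The tests were tested on simulated data, with a spread model revised after its first run. Of 200 simulated changes of log2 size 2, 94% were called in mRNA and 0% in RPF and TE. At log2 size 3, 98, 85 and 83.5% were called, with 2.49, 8.6 and 9.24% of calls false. In the libraries themselves smaller changes passed, such as -1.64 in RPF (*cysE*) and -1.01 in TE (*speF*). The simulated shares therefore do not give the power of the tests on these data. Intervals of shares are 95% Clopper-Pearson intervals. Sheets of Table S1 without labelled columns were not used here.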

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

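Of the tests in this part, those of measurement error, of a CG library that stands apart, of counting error and of a few genes with large shares were chosen only after the result was seen, while the tests of gene length were planned before.

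The following 16 rises are singled out because neither the text of the paper nor its Tables S4 to S8 discuss the genes, while the level in both OS libraries lies above that in CG. In mRNA, log2FC was 4.07 for *zosA* (LGG_RS00670), named after a metal-transporting ATPase, 3.352 for *yvfR*, an ABC transporter gene, 3.216 for *mmpL9*, 3.097 for *MJ1023*, 2.713 for the DNA polymerase gene *dinB* and 2.706 for *mtlR*, a regulator of mannitol genes. In RPF, their adjusted p ranged from 0.125 for *mtlR* to 0.82 for *dinB*. Without OS2 of RNA-seq, *yvfR* did not pass in mRNA (log2FC 3.11, adjusted p = 0.0554).

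In RPF, log2FC was 2.417 for *apbE2*, named after a flavin transferase, 2.358 for the riboflavin transporter gene *fmnP*, 2.242 for *fic* and 2.07 for *spaT* (LGG_RS11675), named after a lantibiotic transporter, with adjusted p of 0.0197, 0.0189, 0.039 and 0.048. With DESeq2's size factors or with limma, *fic* and *spaT* did not pass, and *spaT* did not with the filter at 50 counts. The mRNA of *fmnP* had log2FC -0.97 and that of *spaT* -0.70, within the fold threshold.

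In TE, log2FC was 4.419 for the queuosine transporter gene *queT*, 3.614 for *MJ1651*, 3.507 for *RP368*, 3.466 for *HSP17.6C*, which carries the name of a small heat shock protein, 3.414 for the glutamine transport gene *glnP* and 3.395 for the ABC transporter gene *msbA*. Each of these fell in mRNA, with log2FC from -6.20 for *MJ1651* to -2.12 for *msbA*, and only *MJ1651* fell in RPF (-2.59, adjusted p = 0.00612). The rise of TE in these genes thus rests on a fall of mRNA that was larger than the change of RPF.

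A first pattern is that mRNA changes were larger than RPF changes, so that TE ran opposite to mRNA. Measurement error of the RNA-seq libraries alone would bring the slope of the RPF change on the mRNA change near 1 once corrected. The corrected slope was 0.224 (0.217 before, reliability 0.972, 2447 genes). This argues against such error as far as the CG library varies like the OS libraries, from which the reliability was taken. Gene length argues against a bias too, with a Spearman rho of 0.0169 with the mRNA change. A single RNA-seq CG library that stands apart cannot be told apart from the effect of osmotic stress, because CG has 1 library per assay: r of mRNA and RPF levels in CG minus that in OS was -0.032 (0.808 and 0.840). A change of mRNA under osmotic stress that translation does not follow, at the different harvest times of 3.5 and 6.5 h, therefore stays open as well.

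A second pattern is that the OS libraries differed more in RPF than in mRNA. Among 516 genes with at least 1000 counts, the SD of log2(OS2/OS1) was 0.318 in Ribo-seq and 0.103 in RNA-seq, a ratio of 3.09, which argues against counting error. Gene length had a Spearman rho of 0.0859 with the Ribo-seq difference over 2387 genes, which argues against a length bias. Differences between the cultures or between the preparations of the footprints were not tested.

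A further pattern is that the deposited FPKM place the median gene higher in OS than TMM does in RNA-seq. Without the 10 genes with the most CG counts, among them *gap* and *tuf*, the median log2 ratio of CPM without TMM fell from 0.243 to 0.0745, so a few abundant genes that take a smaller share in OS are a candidate explanation. The lower share of these genes is itself a difference between the conditions in these libraries.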

How the results depend on the processing

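The setting that joins counting error only, no TMM and FPKM folds was chosen only after the result was seen, and the other alternatives were planned. Where a value below moved, the cause was not tested, except as stated.

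The DEG count at the transcription level kept within 1.5 times of 875 under every alternative except no fold minimum (1786) and leaving out an OS library (363 to 364). The 68 DEGs at the translation level became 146 with DESeq2's Wald test, 380 with counting error only, 367 with a preset dispersion of 0.01, 454 with FPKM folds, 43 with limma on log2(FPKM + 1), 204 with all 6 libraries in 1 fit, 437 with the added setting and 364 to 378 without an OS library. By construction, counting error, a preset dispersion and FPKM folds take no spread from the Ribo-seq pair, and the fit of 6 libraries pools both assays. The 688 TE calls became 299 with a replicate block and 55 to 992 without an OS library, lowest without OS1 of RNA-seq and highest without OS2 of Ribo-seq, since the spread then comes from the OS pair of the other assay. The block takes the culture from the OS numbers. The paper describes both assays on the same sets of parallel populations, but the labels do not tie the numbers to cultures. The OS1 to OS2 deviations of the assays had r -0.12 over 1008 genes. This cannot exclude a pairing, because the RNA-seq pair differed little (SD of log2(OS2/OS1) 0.103 over 516 genes with at least 1000 counts). Whether the fit with or without the block is right therefore stays open.

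The 47 genes with the same or opposite direction at both levels became 88 (DESeq2's Wald test), 164 (counting error only), 163 (preset dispersion), 205 (FPKM folds), 30 (limma), 111 (6 libraries), 194 (added setting) and 46 to 191 (without an OS library). The 472 genes with opposite TE and mRNA changes became 711 with no fold minimum, 235 with the block and 45 to 607 without an OS library. Of the 472, 215 fell and 257 rose in TE, against 405 and 257 with FPKM folds, 269 and 185 with limma on log2(FPKM + 1), 390 and 252 with the added setting and 98 and 137 with the block. TE rose in 353 and fell in 335 genes, against 448 and 556 with FPKM folds and 290 and 362 with limma. The 6 genes up and 41 down at both levels became 97 and 53 with FPKM folds and 92 and 53 with the added setting. The larger side of these counts thus depends on the setting.

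The correlation of mRNA and RPF levels in OS was 0.8403, 0.7987 over all genes, 0.7817 on untransformed FPKM and 0.8247 as Spearman's rho. That of mRNA level and TE was -0.2161, -0.2001 and -0.2016 with different libraries on the axes, -0.2023 as Spearman's rho and -0.344 over all genes above 0 in both assays. Ribo-seq r squared between OS1 and OS2 was 0.7293 untransformed, against 0.9604 on the log scale. With an estimated inter-gene correlation, 6 and 5 lists called at the transcription and translation level became 0 and 0. That version rests on 1 residual degree of freedom within an assay, so the drop cannot be put down to correlation between genes. Lists by product description were not run, since the files hold none.

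Over named genes and alternatives, 1627 of 1908 TE results, 1491 of 1577 mRNA results and 1328 of 1580 RPF results kept their side of the threshold. A further 162, 69 and 17 fell short of it, and 119, 17 and 235 newly passed. Of results that passed in either setting, 0 reversed in direction. A change of direction in results that passed in neither setting was counted as kept. Depth limits genes with few counts, such as *licB* and *fruA* (LGG_RS01900).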

Differences from the paper's values

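Of the settings below, the one that joins counting error only, no TMM and FPKM folds was chosen only after the result was seen, and the other alternatives were planned before the data were examined. The paper's thresholds, an adjusted p under 0.05 and |log2FC| over 1, were used here too. For TE the methods differ, since the paper used RiboDiff, while edgeR's interaction of assay and condition was used here. Differences in TE calls may therefore come from the method. In this section, alternatives are the planned settings, and those not named as within 1.5 times of a count in the paper lay outside it. Correlations were judged by the spread of the OS libraries instead.

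At the translation level, the paper gives 289 genes upregulated and 156 downregulated, and 17 and 51 were found here. The count of upregulated genes was within 1.5 times of the paper's with FPKM folds and no test (298). That of downregulated genes was with FPKM folds (156), counting error only (195), a preset dispersion of 0.01 (190), all libraries in a single fit (116) and without OS1 or OS2 of Ribo-seq (186 and 214). DESeq2's size factors, DESeq2's Wald test, both filters, no fold minimum and both limma settings did not come within it.

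The paper gives 93 genes upregulated at both levels, against 6 here, with FPKM folds at 97 and, without OS1 or OS2 of Ribo-seq, 66 and 62. It gives 24 genes down in transcription and up in translation, against 0 here by edgeR's quasi-likelihood test (13 at an unadjusted p under 0.05, 3 by DESeq2's Wald test), with FPKM folds at 26 and without OS1 or OS2 of Ribo-seq 21 and 23. It gives 28 up in transcription and down in translation, against 0 here (22 at an unadjusted p under 0.05, 4 by DESeq2's Wald test), with 28 from counting error only, 28 from a preset dispersion of 0.01, 29 from FPKM folds, and 28 and 33 without OS1 or OS2 of Ribo-seq. It gives 247 regulated in translation only, against 16 here, with FPKM folds at 174 and, without OS1 or OS2 of Ribo-seq, 181 and 187. For each of these counts the remaining alternatives stayed outside.

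For TE and transcription in the same direction, the paper gives 11 genes, and 7 were found here. Counting error only (10), a preset dispersion of 0.01 (10), FPKM folds (15), both limma settings (9 and 9) and leaving out OS1 or OS2 of Ribo-seq (13 and 13) came within the paper's value, and the other alternatives did not.

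The paper gives an r squared of 0.7757 for mRNA and RPF levels in OS, and 0.7061 was found here, with none of the alternatives within the spread of the OS libraries of the paper's value (0.7063, 0.6379 and 0.6111). For mRNA level and TE the paper gives a negative Pearson r of size 0.5845, and it was negative here with size 0.2161, again with none of the alternatives at the paper's value (sizes of 0.2001, 0.2016, 0.2023 and 0.344).

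The setting of counting error only, no TMM and FPKM folds, which was chosen after seeing the values, gave 283 and 154 genes at the translation level, 92 upregulated at both levels, 21 and 28 in opposite directions, 177 in translation only and 14 with TE and transcription in the same direction, and it drops 6 of the 749 TE calls in the paper's Table S3. Of these 749 calls, 743 were tested here, 641 were shared in direction by edgeR's quasi-likelihood test, 0 were opposite and 108 were dropped.

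On genes, the paper has *fruA* and *lacF* rising in translation, and neither passed here, while FPKM folds call both and leaving out OS1 of Ribo-seq calls *lacF*. It has the sugar genes *rhaD*, *fruK*, *levE*, *sorA* and *rhaB* rising in translation, and none passed here (0 at an unadjusted p under 0.05, 0 by DESeq2's Wald test), while FPKM folds call each of them, *sorA* at only 1 of its 2 loci (LGG_RS12685), and leaving out OS1 of Ribo-seq calls *levE*. The paper lists PTS genes as rising at the translation level only, and its sentence gives no locus for *bglP*. It may mean a locus other than LGG_RS02855, where *bglP* also rose in mRNA here (log2FC 1.30) and passed in RPF. The gene *mtlF* did with DESeq2's Wald test, counting error only, a preset dispersion of 0.01, all libraries in a single fit, FPKM folds and without OS1 or OS2 of Ribo-seq, *manX* with counting error only, a preset dispersion of 0.01 and FPKM folds, *licB* with counting error only and FPKM folds, and a second *bglP* (LGG_RS10520) with FPKM folds and without OS1 of Ribo-seq.

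The paper has *rplL*, *rpmD*, *rplF*, *rplN* and *rplP* rising in translation, and none passed here (4 at an unadjusted p under 0.05). DESeq2's Wald test and counting error only call *rpmD*, *rplN* and *rplP*, a preset dispersion of 0.01 and all libraries in a single fit also *rplL*, and FPKM folds all 5. Leaving out OS1 of Ribo-seq calls *rplL*, *rpmD* and *rplP*, and leaving out OS2 *rpmD* and *rplN*. Of the genes it has falling in translation, *cysE* passed here. The others were called in part by other settings: *cysK* and an *oppA* by DESeq2's Wald test, and these with *hisZ* and *macB* by all libraries in a single fit. Counting error only, a preset dispersion of 0.01, FPKM folds and leaving out OS1 or OS2 of Ribo-seq call these and further *nodI* or *hisG* genes. The fatty acid genes *pksA* and *fabH* did not pass in translation here and did with DESeq2's Wald test, counting error only, a preset dispersion of 0.01, FPKM folds and without OS1 or OS2 of Ribo-seq, and *pksA* also with no filter and all libraries in a single fit.

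In TE, *rpsQ*, *desR*, *secG*, *accD*, *accB* and *pdhB*, which the paper lists as changed, did not pass here. With counting error only or a preset dispersion of 0.01, *rpsQ*, *desR*, *secG*, *accD* and *accB* passed, and with FPKM folds all 6 did. DESeq2's Wald test calls *rpsQ*, limma calls *rpsQ*, *secG* and *pdhB*, and leaving out OS1 or OS2 of Ribo-seq calls *secG* and *desR* both times, *accD* without OS1, and *rpsQ*, *accB* and *pdhB* without OS2. The paper has *nodI* (LGG_RS04695) and *tcyJ* without a TE change, and both passed here, but neither did without OS1 or OS2 of RNA-seq or with a replicate block, nor *tcyJ* with DESeq2's Wald test or limma on log2(FPKM + 1), and the filter at 50 counts removes *tcyJ*. It has *potC* rising in transcription too, and its log2FC of 0.84 did not pass here, while FPKM folds and limma call it. Wherever FPKM folds call a gene of these paragraphs, so does the setting chosen after seeing the values.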

Other observations

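The lists of PTS transporters, aminoacyl-tRNA synthetases and two-component systems and the genes of the following paragraphs were chosen only after the result was seen, except *adeP*, *mtaD* and *HSP17.6C*, which follow the fixed rule, and the further lists, which were planned.

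The adenine permease gene *adeP* had RPF log2FC -4.17 (standard error 0.24, adjusted p = 0.00183), and the uracil and xanthine permease family gene *pucK* had -3.19 in mRNA and -1.67 in RPF (standard errors 0.09 and 0.23). No list of these genes was tested. The genes *guaB* and *purA*, which lie on the paths from IMP to GMP and AMP, fell in mRNA with -1.49 and -1.29 (standard errors 0.08 and 0.06), and their RPF log2FC were -0.23 and -0.42 (standard errors 0.28 and 0.24), which did not pass. The TE of *pucK* and *guaB* rose with 1.53 and 1.27, and neither passed without OS1 (adjusted p = 0.0757 and 0.131) or OS2 (adjusted p = 0.073 and 0.135) of RNA-seq. The deaminase gene *mtaD* fell at both levels, with -4.73 in mRNA and -5.76 in RPF (standard errors 0.09 and 0.55).

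The small heat shock gene *HSP17.6C* had 39592 mRNA counts in CG and 3039 and 3345 in OS, with log2FC -3.78 (standard error 0.07), while its RPF log2FC was -0.33 (standard error 0.27). The list of chaperones and proteases does not hold *HSP17.6C*, whose symbol its pattern did not match. Of the 17 genes in this list, 5 rose and 1 (*groS*) fell in mRNA, also when adjusted over the list alone. The genes that rose included *clpE* and *clpC* (1.22 and 1.32, standard errors 0.09 and 0.13). Without OS1 or without OS2 of RNA-seq, 1 of these 6 passed, and *clpE* did not (adjusted p = 0.137 and 0.123). In RPF, 0 of the 17 passed edgeR's quasi-likelihood test (2 at an unadjusted p under 0.05, 1 by DESeq2's Wald test, 3 and 2 without OS1 and OS2 of Ribo-seq). The potassium uptake gene *kup* and the mechanosensitive channel gene *mscL* rose in TE with 1.07 and 1.27 (standard errors 0.21 and 0.37), and neither did without OS1 (adjusted p = 0.118 and 0.168) or OS2 (adjusted p = 0.142 and 0.203) of RNA-seq.

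Genes against oxidative stress had a median RPF log2FC of -0.81, with 11 of 12 lower in OS, and a camera adjusted p of 0.0148, against an adjusted p of 0.795 with an estimated correlation. None passed alone by edgeR's quasi-likelihood test (1 adjusted over the list alone, 1 at an unadjusted p under 0.05, 1 by DESeq2's Wald test), the lowest adjusted p being that of the NADH peroxidase gene *npr* (log2FC -1.96, standard error 0.33, adjusted p = 0.0567). Without OS1 or OS2 of Ribo-seq, 2 and 6 passed, *npr* among them. Of 12 cell division genes, 2 rose (*divIB* and *ftsZ*, the latter with 1.05, standard error 0.09) and 3 fell in mRNA, also when adjusted over the list alone, and 3 of these 5 passed without OS1 or without OS2 of RNA-seq, *ftsZ* not (adjusted p = 0.064 and 0.0618).

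Of 48 PTS genes, 14 rose and 4 fell in mRNA, and of 55 in RPF 1 rose, or 0 when adjusted over the list alone. Their median RPF log2FC was 0.40, with a camera adjusted p of 0.00525, against an adjusted p of 0.791 with an estimated correlation. Without OS1 or without OS2 of RNA-seq, 4 of the 18 passed in mRNA, and 10 and 5 passed in RPF without OS1 and OS2 of Ribo-seq. Of 22 aminoacyl-tRNA synthetase genes, 2 fell in mRNA, among them *glyQ* (-1.90, standard error 0.09), and of 26 genes of two-component systems 2 rose and 2 fell, also when adjusted over the lists alone. Without OS1 or OS2 of RNA-seq, 1 and 1 of the former and 1 and 2 of the latter passed. Of the 22 and the 26, 0 and 0 passed in RPF by edgeR's quasi-likelihood test, DESeq2's Wald test and an unadjusted p under 0.05, and 1 and 1 without OS1 of Ribo-seq.

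In the paper's Table S2, which lists 992 of the 2860 genes, the CG counts equal those of the lone CG library used here and the OS counts equal the mean of OS1 and OS2, for all 992 genes in both assays within 0.1%.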
